# The acinar differentiation determinant PTF1A inhibits initiation of pancreatic ductal adenocarcinoma

**DOI:** 10.7554/eLife.07125

**Published:** 2015-07-07

**Authors:** Nathan M Krah, Jean-Paul De La O, Galvin H Swift, Chinh Q Hoang, Spencer G Willet, Fong Chen Pan, Gabriela M Cash, Mary P Bronner, Christopher VE Wright, Raymond J MacDonald, L Charles Murtaugh

**Keywords:** pancreatic cancer, differentiation, pancreatitis, human, mouse

## Abstract

Understanding the initiation and progression of pancreatic ductal adenocarcinoma (PDAC) may provide therapeutic strategies for this deadly disease. Recently, we and others made the surprising finding that PDAC and its preinvasive precursors, pancreatic intraepithelial neoplasia (PanIN), arise via reprogramming of mature acinar cells. We therefore hypothesized that the master regulator of acinar differentiation, PTF1A, could play a central role in suppressing PDAC initiation. In this study, we demonstrate that PTF1A expression is lost in both mouse and human PanINs, and that this downregulation is functionally imperative in mice for acinar reprogramming by oncogenic KRAS. Loss of *Ptf1a* alone is sufficient to induce acinar-to-ductal metaplasia, potentiate inflammation, and induce a KRAS-permissive, PDAC-like gene expression profile. As a result, *Ptf1a*-deficient acinar cells are dramatically sensitized to KRAS transformation, and reduced *Ptf1a* greatly accelerates development of invasive PDAC. Together, these data indicate that cell differentiation regulators constitute a new tumor suppressive mechanism in the pancreas.

**DOI:** http://dx.doi.org/10.7554/eLife.07125.001

## eLife digest

Pancreatic cancer is one of the most lethal forms of cancer, with fewer than 20% of people surviving for longer than twelve months after diagnosis. Two types of genetic mutation play important roles in pancreatic cancer. First, genes called oncogenes can be activated by mutations to drive unscheduled cell division. Second, the genes for tumor suppressors—proteins that prevent cells from dividing when they should not—can be switched off due to other mutations. Together, these mutations cause cells to over-proliferate and disrupt the structure of the pancreas.

In a healthy pancreas, several different cell types perform various roles: acinar cells produce proteins that digest food, ductal cells carry these proteins to the intestine, and β cells produce insulin. Certain proteins are responsible for telling each of these cells what tasks to perform, which defines their so-called differentiation state. The protein PTF1A is crucial for establishing the differentiation state of acinar cells. In the most common form of pancreatic cancer, acinar cells are reprogrammed to become ductal cells. Moreover, pancreatic cancer cells contain much lower levels of PTF1A than normal pancreatic cells.

To explore the connection between PTF1A and pancreatic cancer, Krah et al. deleted the gene for PTF1A in mice. This led to acinar cells being reprogrammed to become ductal cells. Additionally, when an oncogene mutation was activated at the same time as the gene for PTF1A was deleted, Krah et al. observed the rapid formation of large numbers of malignant pancreatic tumors in the mice. PTF1A therefore protects against pancreatic cancer by acting as a tumor suppressor and keeping acinar cells in their healthy, differentiated state.

Unlike other tumor suppressors, however, PTF1A levels are reduced in cancer cells by a mechanism that does not involve a genetic mutation. Therefore, a future challenge is to determine how the amount of PTF1A protein is reduced, and in the longer term, to explore if it is possible to reverse cancer progression by forcing cancer cells back into their original differentiation state.

**DOI:** http://dx.doi.org/10.7554/eLife.07125.002

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) has a dismal prognosis, with a 5-year survival rate around 5% and a cure rate approaching zero. The most up-to-date chemotherapy regimens extend life only minimally (Ryan et al., 2014), and patients undergoing resection of ostensibly local tumors almost invariably succumb to recurrent disease. While this observation suggests that PDAC is usually metastatic at the time of diagnosis, recent studies suggest that tumors require over 20 years to evolve from precancerous pancreatic intraepithelial neoplasia (PanIN) to invasive carcinoma (Yachida et al., 2010). Thus, in principle, there is a large window of time for effective and early detection, prevention, and treatment, provided appropriate methods are in place. Therefore, defining the cell type of origin and characterizing the process of PanIN-PDAC evolution within the physiologic context of key risk factors (e.g., chronic pancreatitis, type 2 diabetes, or genetic cancer syndromes [Ryan et al., 2014]) is crucial to finding effective therapies.

The vast majority of human PanINs and PDAC contain activating mutations in the *KRAS* oncogene, which have been shown in mice to represent driver mutations for PanIN initiation, maintenance, and progression to PDAC (reviewed in Pasca di Magliano and Logsdon, 2013). Notably, the progression of PanINs to PDAC is accompanied by additional mutations in tumor suppressor genes, such as *INK4A*, *CDKN2A*, *TRP53* (commonly referred to as *P53*), and *DPC4/SMAD4* (Ryan et al., 2014). While the initiation and progression of PDAC has understandably been difficult to study in human patients or to model in human tissue (Boj et al., 2015), much has been learned from the ‘KC’ mouse model in which a Cre-inducible oncogenic *Kras* allele (*Kras*^*LSL-G12D*^) causes focal PanIN formation when activated universally in the pancreas (Aguirre et al., 2003; Hingorani et al., 2003; Murtaugh, 2014). Until recently, PDAC was primarily thought to originate from pancreatic ductal cells because of the cancer's duct-like epithelial phenotype. However, recent studies indicate that PanINs (De La et al., 2008; Habbe et al., 2008; Kopp et al., 2012) and PDAC (Ji et al., 2009) can be initiated by activating oncogenic *Kras*^*G12D*^ expression specifically within mature acinar cells, while *Kras*^*G12D*^ activation in adult duct cells or centroacinar cells has little or no effect. Interestingly, even in the KC mouse model, where embryonic Cre recombinase activity directs *Kras*^*G12D*^ expression to nearly every cell of the mature pancreas, only a small number of acinar cells eventually give rise to PanINs. The mechanism by which most acinar cells remain refractory to *Kras*^*G12D*^-mediated transformation has not been elucidated. An attractive hypothesis is that the factors that induce and maintain acinar cell differentiation state play a crucial role in inhibiting the acinar cell reprogramming step that serves to initiate PDAC formation and progression (Rooman and Real, 2012; Bailey et al., 2014; Murtaugh, 2014).

Consistent with acinar cells as the cell of origin in PDAC, and acinar cell identity being a protective mechanism against *Kras*^*G12D*^-mediated transformation, recent genome-wide association studies identified PDAC risk-associated single-nucleotide polymorphisms in the non-coding region of the gene encoding the acinar differentiation transcription factor *NR5A2*, also known as *LRH-1* (Petersen et al., 2010). These findings have been confirmed in mouse studies, where pan-pancreatic loss of *Nr5a2* significantly sensitizes pancreatic cells to *KRAS*-induced PanIN initiation. Additionally, pancreatic *Nr5a2* is necessary to regenerate the acinar compartment following caerulein-induced pancreatitis (Flandez et al., 2014; von Figura et al., 2014b). These studies begin to define how acinar cell differentiation programs may act as an important defense in a progressively severe sequence of events: loss of the mature acinar phenotype, PanIN initiation, and formation of PDAC.

In adult pancreata, NR5A2 maintains acinar cell identity by cooperating with the acinar-specific pancreas-specific transcription factor 1 (PTF1) complex, which has binding motifs upstream of essentially all acinar differentiation products, such as *Cpa1*, *Cela1*, and *Cel* (Holmstrom et al., 2011). The central specificity component of PTF1 is the cell type-restricted basic helix-loop-helix protein, PTF1A (also known as p48). PTF1A plays two distinct roles during pancreatic organogenesis. First, it is necessary for the growth and morphogenesis of the early pancreatic epithelium, working to impart multipotency and second, its upregulation and lineage-specific interaction with RBPJL promotes acinar differentiation and regulates acinar cell-specific gene expression in adulthood (Krapp et al., 1998; Rose et al., 2001; Kawaguchi et al., 2002; Masui et al., 2007, 2010; Holmstrom et al., 2011). Homozygous mutations in human *PTF1A* that disrupt its function or expression cause pancreatic agenesis, supporting its role in pancreas development (Sellick et al., 2004; Weedon et al., 2014). The severity of this phenotype, however, precludes analysis of PTF1A function in mature human acinar cells. Importantly, in the adult pancreas, PTF1A drives its own expression and that of other PTF1 components via a positive autoregulatory loop (Masui et al., 2008). Consistent with the central role of this transcription factor in defining and maintaining acinar cell identity, we have shown that PTF1A is downregulated in acinar cells transformed by *Kras*^*G12D*^ and Notch activation (De La et al., 2008). Beyond these observations, however, a definitive role of PTF1A in regulating the pathogenesis of PDAC and other adult pancreatic pathology has not yet been described. Based on the studies described above, we hypothesized that loss of PTF1A is a necessary and sufficient step in acinar cell reprogramming, the initiation of PanINs, and the progression of PDAC.

In this study, we demonstrate that downregulation of PTF1A is a decisive and rate-limiting step in acinar-to-ductal metaplasia (ADM), PanIN initiation, and PDAC progression. Our findings suggest that PTF1A acts in a dosage-sensitive manner to safeguard the pancreatic acinar population against both oncogene activity and environmental insults, such as damage caused by pancreatitis. Our study is the first to establish that an endogenous, autoregulatory differentiation program protects mature pancreatic cells from cancer initiation.

## Results

### PTF1A expression is lost during KRAS-induced transformation of acinar cells and in human PanINs

We have previously demonstrated that *Ptf1a* expression is lost when activated Notch and *Kras*^*G12D*^ work synergistically to reprogram acinar cells into PanINs (De La et al., 2008). Given that *Ptf1a* is a central regulator of acinar cell gene expression, we hypothesized that this transcription factor should also be downregulated when acinar cells are transformed by oncogenic *Kras*^*G12D*^ alone, as well as in human PanINs. To test this hypothesis, we activated *Kras*^*G12D*^ specifically in acinar cells using a tamoxifen-inducible Cre expressed by the endogenous *Ptf1a* locus (*Ptf1a*^*CreERT*^) (Kopinke et al., 2012; Pan et al., 2013). Like the widely used *Ptf1a*^*Cre*^ allele (Kawaguchi et al., 2002), *Ptf1a*^*CreERT*^ is a ‘knock-in/knock-out’ allele, and therefore, these mice are functionally heterozygous for *Ptf1a*. We induced *Kras*^*G12D*^ expression at 6 weeks of age and harvested pancreata 9 months later. While most acini appeared histologically normal and resistant to KRAS-mediated transformation (Figure 1A), there was intermittent PanIN formation throughout the pancreas (Figure 1B), as previously reported (Kopp et al., 2012). By immunohistochemistry (IHC), normal acinar cells in these tissues exhibited robust nuclear PTF1A (Figure 1C); however, PTF1A was strongly decreased or absent in all acinar-derived PanIN lesions (Figure 1D). To extend these studies to human pancreatic cancer initiation, we stained pathological specimens (n = 4) containing both normal acinar tissue (Figure 1E) and PanIN lesions (Figure 1F). As observed in the *Kras*^*G12D*^ mouse model, normal acini exhibited a strong PTF1A nuclear signal (Figure 1G), but PTF1A was largely absent from epithelial cell nuclei within PanINs (Figure 1H). In a small fraction of human PanINs, low levels of PTF1A were observed in a subset of epithelial cells (Figure 1—figure supplement 1). Residual PTF1A expression is consistent with the finding that approximately one-third of human PDAC samples express low levels of acinar-specific genes (Collisson et al., 2011).

**Figure 1.**
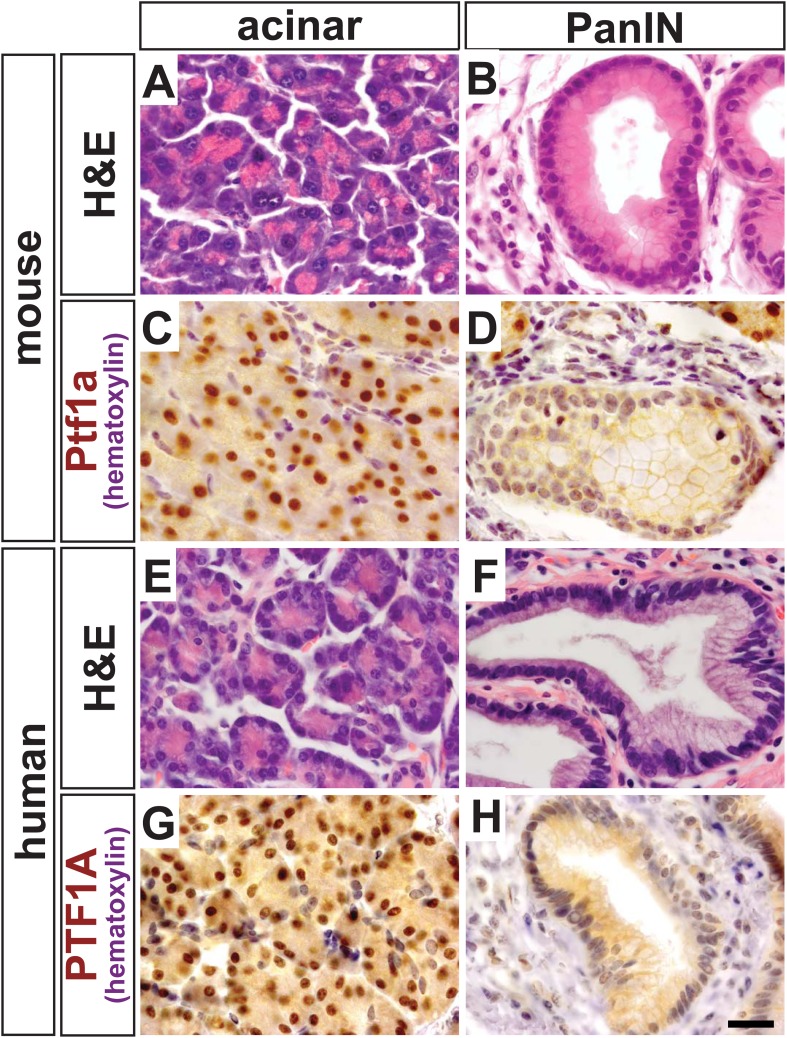
PTF1A is downregulated in PanINs from mice and humans. (**A**, **B**) H&E staining of normal acinar and pancreatic intraepithelial neoplasia (PanIN) tissue of *Ptf1a*^*CreERT*^*; Kras*^*LSL-G12D*^ pancreata. (**C**, **D**) PTF1A immunohistochemistry (IHC) of mouse acinar and PanIN tissue. (**E**, **F**) H&E staining of human acinar and PanIN tissue. (**G**, **H**) PTF1A immunostaining of normal acinar and PanIN tissue of human. Scale bar: 25 µm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.003

**Figure 1—figure supplement 1.**
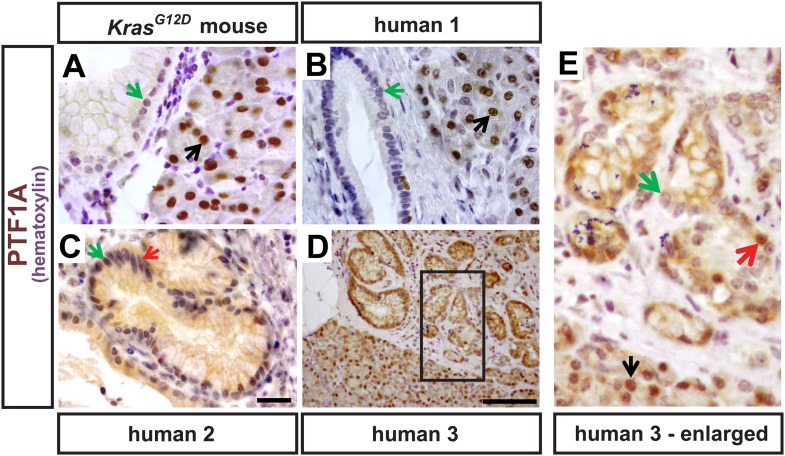
PTF1A expression in rare epithelial cells of human PanINs. (**A**) IHC for PTF1A from a *Kras*^*G12D*^ mouse pancreas 9 months after TM administration (0.17 mg/g). (**B**–**E**) IHC for PTF1A on human pathology samples. Black arrows indicate normal acinar cells expressing PTF1A; green arrows highlight PanIN epithelial cells that do not express PTF1A; red arrows indicate rare PanIN epithelial cells that retain trace PTF1A expression. Scale bars: (**A**–**C**) 25 μm; (**D**) 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.004

### Deletion of *Ptf1a* causes acinar-ductal metaplasia and dramatically enhances KRAS-driven acinar cell transformation

In order to determine whether PTF1A downregulation was a functionally important step in PanIN initiation, or a side effect of acinar cell transformation itself, we used an inducible system to delete *Ptf1a* both in the absence and presence of oncogenic *Kras*^*G12D*^. In this model, we combined the *Ptf1a*^*CreERT*^ allele, which does not express PTF1A protein, with a ‘floxed’ *Ptf1a* allele, to generate *Ptf1a* conditional knock-out (cKO) mice of the genotype *Ptf1a*^*CreERT/lox*^. We also crossed *Kras*^*LSL-G12D*^ onto this *Ptf1a* cKO background. Negative control littermates were *Ptf1a* heterozygous (*Ptf1a*^*CreERT/+*^) without oncogenic *Kras*. An additional control group, representing baseline PanIN initiation in the presence of wild-type PTF1A, consisted of *Ptf1a*^*CreERT/+*^*; Kras*^*LSL-G12D*^ littermates (henceforth referred to as *Kras*^*G12D*^ mice). All inducible-Cre mice also contained a *R26R*^*EYFP*^ reporter (Srinivas et al., 2001), which allowed monitoring of the frequency of Cre-mediated recombination and lineage-tracing of the fate of recombined acinar cells. Table 1 summarizes the genotypes of mice used throughout this study; Figure 2—figure supplement 1 schematically depicts the alleles in each genotype.

**Table 1.** Nomenclature of mouse mutants used in this study **DOI:** http://dx.doi.org/10.7554/eLife.07125.005

Short-hand notation	Ptf1a alleles	Kras allele	Reporter allele
Control	*Ptf1a*^*CreERT/+*^	–	*R26R*^*EYFP/+*^
*Ptf1a* cKO	*Ptf1a*^*CreERT/lox*^	–	*R26R*^*EYFP/+*^
*Kras*^*G12D*^	*Ptf1a*^*CreERT/+*^	*Kras*^*LSL-G12D/+*^	*R26R*^*EYFP/+*^
*Ptf1a* cKO; *Kras*^*G12D*^	*Ptf1a*^*CreERT/lox*^	*Kras*^*LSL-G12D/+*^	*R26R*^*EYFP/+*^

cKO, conditional knock-out.

In initial studies, 6- to 8-week-old mice were administered tamoxifen (TM) at 0.17 mg/g body weight, and pancreata were harvested 9 months later (Figure 2A). Compared with control samples, *Ptf1a* cKO pancreata exhibited intermittent ADM throughout the pancreas (Figure 2B,C). Metaplastic ‘ductules’ of *Ptf1a* cKO expressed Cytokeratin-19 (CK19), similar to normal ducts of control; however, *Ptf1a* cKO ductules appeared more dilated than control ducts (Figure 2F,G). *Ptf1a* cKO ductules also expressed the duct cell-restricted transcription factor SOX9 (Figure 2J,K), indicating a shift from an acinar to a duct-like differentiation state (Kopp et al., 2012). However, these metaplastic ductules did not have the histological morphology of PanINs (Figure 2C), nor did they stain positively for the PanIN-specific markers Claudin-18 (CLDN18) by IHC (Westmoreland et al., 2012) (Figure 2O) or acidic mucins by Alcian Blue histochemistry (Hingorani et al., 2003; Kopp et al., 2012) (Figure 2S). Interestingly, ADM in *Ptf1a* cKO mice was associated with no or scant inflammatory infiltrates, and the surrounding areas did not stain positively with Sirius Red (Figure 2W), a histochemical stain that highlights fibrotic collagen matrix (Neuschwander-Tetri et al., 2000).

**Figure 2.**
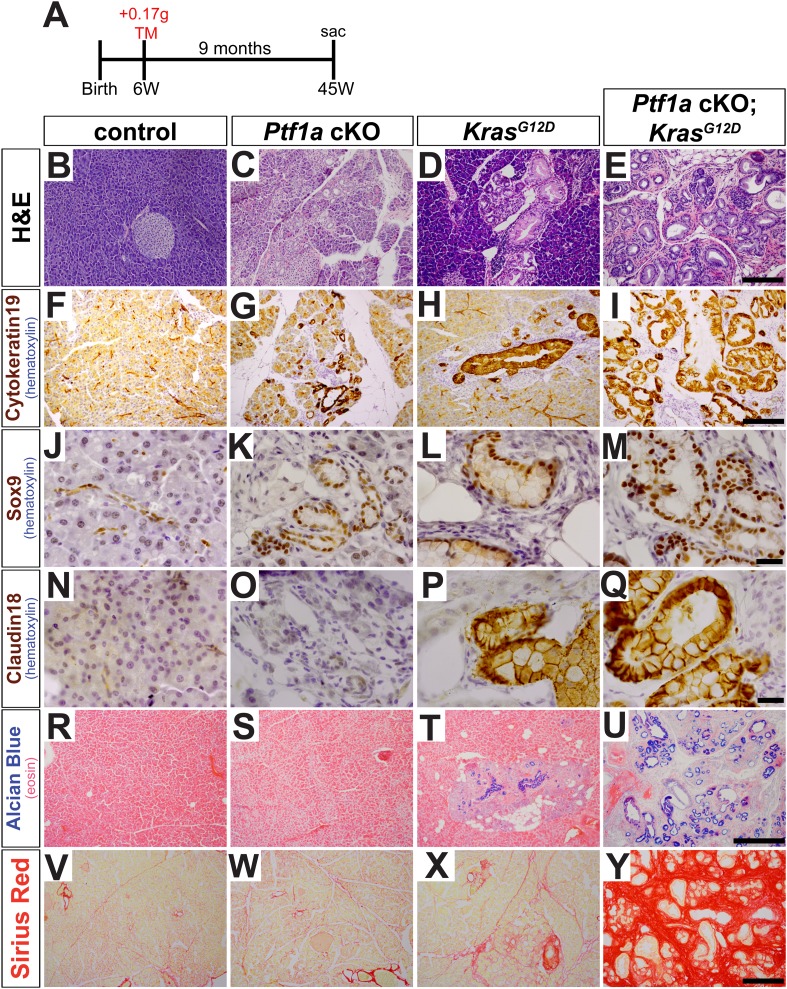
Loss of *Ptf1a* promotes acinar-to-ductal metaplasia and sensitizes acinar cells to KRAS-mediated transformation. (**A**) Mice of indicated genotypes were administered TM (0.17 mg/g) to induce recombination, and sacrificed 9 months later. (**B**–**E**) H&E staining of pancreata from mice of indicated genotypes. (**F**–**M**) IHC for the duct markers CK19 and SOX9, indicating upregulation in both acinar-to-ductal metaplasia (ADM) and PanINs. (**N**–**Q**) IHC for the PanIN marker, CLDN18, highlighting intermittent PanIN formation in *Kras*^*G12D*^ mice and widespread lesion development in *Ptf1a* conditional knock-out (cKO); *Kras*^*G12D*^. (**R**–**U**) Alcian Blue staining, indicating PanIN lesions in *Kras*^*G12D*^ and *Ptf1a* cKO*; Kras*^*G12D*^ pancreata. (**V**–**Y**) Sirius Red staining, highlighting local and widespread fibrosis in *Kras*^*G12D*^ and *Ptf1a* cKO; *Kras*^*G12D*^ mice, respectively. Scale bars: (**B**–**E**) 200 µm; (**F**–**I**) 200 µm; (**J**–**Q**) 25 µm; (**R**–**U**) 500 µm; (**V**–**Y**) 200 µm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.006

**Figure 2—figure supplement 1.**
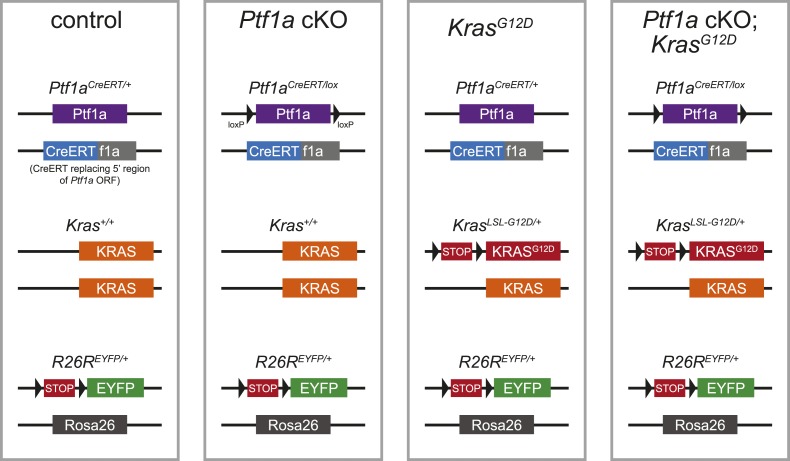
Schematic of mouse alleles used in this study. Schematic representations of the alleles present in the genotypes referred to, in shorthand, as control, *Ptf1a* cKO, *Kras*^*G12D*^ and *Ptf1a* cKO; *Kras*^*G12D*^ (see Table 1 for additional details). **DOI:** http://dx.doi.org/10.7554/eLife.07125.007

**Figure 2—figure supplement 2.**
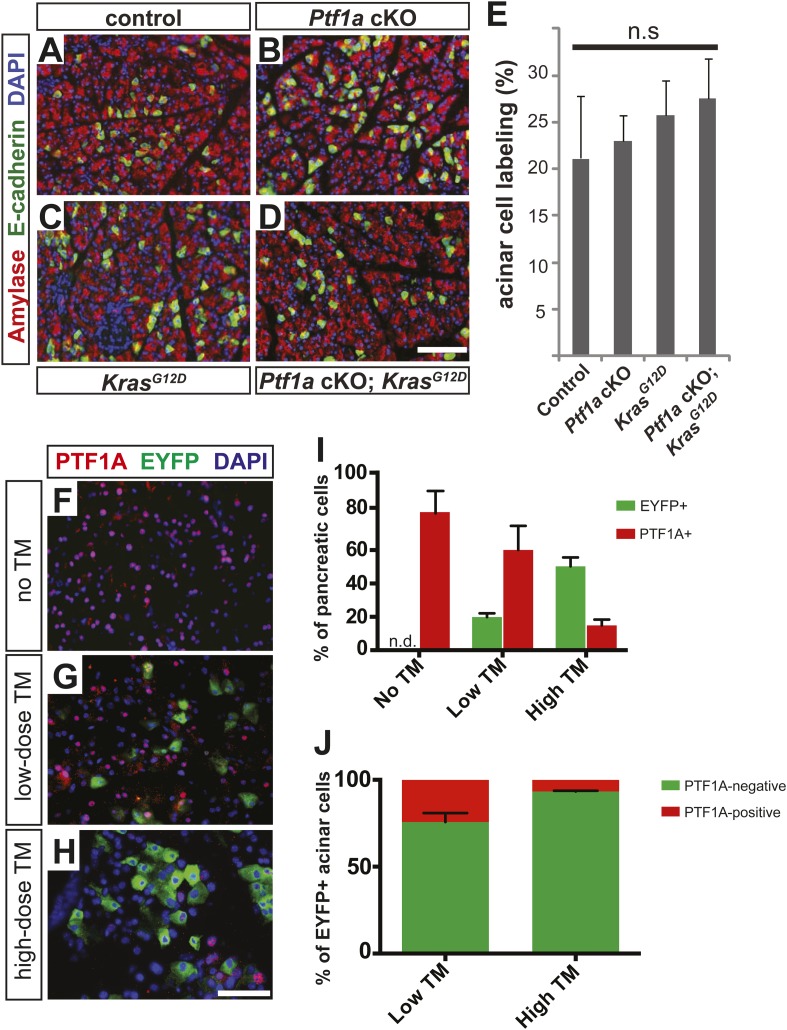
*Ptf1a*^*CreERT*^ deletion efficiency following tamoxifen treatment. 6–8-week-old mice of indicated genotypes were administered according to low- or high-dose regimens (1 × 0.17 mg/g or 0.25 mg/g, respectively), and pancreata were harvested 2 weeks (**A**–**E**) or 3 days (**F**–**J**) after the last dose. (**A**–**D**) Immunofluorescence for amylase (red) and the Cre reporter *R26R*^*EYFP*^ (green) on pancreata from low-TM treated mice of the indicated genotypes. For *Ptf1a cKO; Kras*^*G12D*^ pancreata, efforts were made to find histologically normal areas to provide an accurate quantification of Cre-mediated recombination. (**E**) The proportion of EYFP expression among amylase+ acinar cells was quantified for all genotypes. No significant difference was noted between any groups (n = 3–6 per genotype). (**F**–**H**) Immunofluorescence for PTF1A (red), the Cre reporter EYFP (green), and DAPI (blue) in *Ptf1a*^*CreERT/lox*^; *Kras*^*G12D*^; *R26R*^*EYFP/+*^ mice 3 days after no TM administration (**A**), low dose TM (**B**), or high dose TM (**C**). (**I**) Quantification of the percentage of EYFP+ (green) and Ptf1a+ (red) pancreatic cells in each indicated treatment group 3 days after final TM administration (n = 3 per group). (**J**) Quantification of total EYFP+ acinar cells that no longer express Ptf1a (green) or retain Ptf1a protein expression (red) 3 days following low and high TM treatment (n = 3 per group). Scale bars: (**A**–**D**) 100 μm, (**F**–**H**) 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.008

We next tested if inactivation of *Ptf1a* sensitized acinar cells to oncogenic KRAS-mediated transformation and PanIN initiation. While intermittent PanIN formation was observed in *Kras*^*G12D*^ mice (Figure 2D), pancreata from *Ptf1a* cKO; *Kras*^*G12D*^ mice were uniformly composed of extensively distributed PanINs embedded in fibrotic stroma, with almost no remaining normal acinar tissue (Figure 2E). PanINs in both *Kras*^*G12D*^ and *Ptf1a* cKO; *Kras*^*G12D*^ mice were positive for the duct marker Cytokeratin-19 (Figure 2H,I) and the duct-cell transcription factor SOX9 (Figure 2L,M), as well as the PanIN markers CLDN18 (Figure 2P,Q) and Alcian Blue acidic mucin staining (Figure 2T,U). Interestingly, only the *Ptf1a* cKO; *Kras*^*G12D*^ pancreata exhibited abundant Sirius Red staining, indicating widespread fibrotic injury (Figure 2X,Y). Taken together, these data indicate that loss of *Ptf1a* sensitizes acinar cells to ADM and dramatically increases their susceptibility to oncogenic KRAS transformation and PDAC initiation.

### Loss of *Ptf1a* expression is a rate-limiting step for PanIN initiation

Given the severity and robustness of PanIN formation in *Ptf1a* cKO; *Kras*^*G12D*^ mice 9 months after TM administration, we next determined if loss of *Ptf1a* had a more acute effect on acinar cell transformation. To address this issue, 6- to 8-week-old mice were administered TM (0.17 mg/g) and pancreata were harvested 2 or 6 weeks thereafter (Figure 3A). To ensure that Cre-mediated recombination rates were comparable between genotypes, we determined the percentage of acinar cells expressing the *R26R*^*EYFP*^ reporter at 2 weeks post-TM administration. We found similar acinar recombination rates of 21–25% between genotypes (Figure 2—figure supplement 1). As the efficiency of Cre-mediated recombination can vary between different target loci (Liu et al., 2013), we additionally compared the extent and distribution of PTF1A ablation to that of *R26R*^*EYFP*^ activation. 3 days after TM administration (0.17 mg/g), there was a ∼20% decrease in the number of PTF1A+ cells detected by immunofluorescence (Figure 2—figure supplement 2). Importantly, the majority (∼75%) of EYFP+ cells were PTF1A-negative at this dose of TM (Figure 2—figure supplement 2), indicating that activation of EYFP provides an approximate surrogate for deletion of *Ptf1a*.

**Figure 3.**
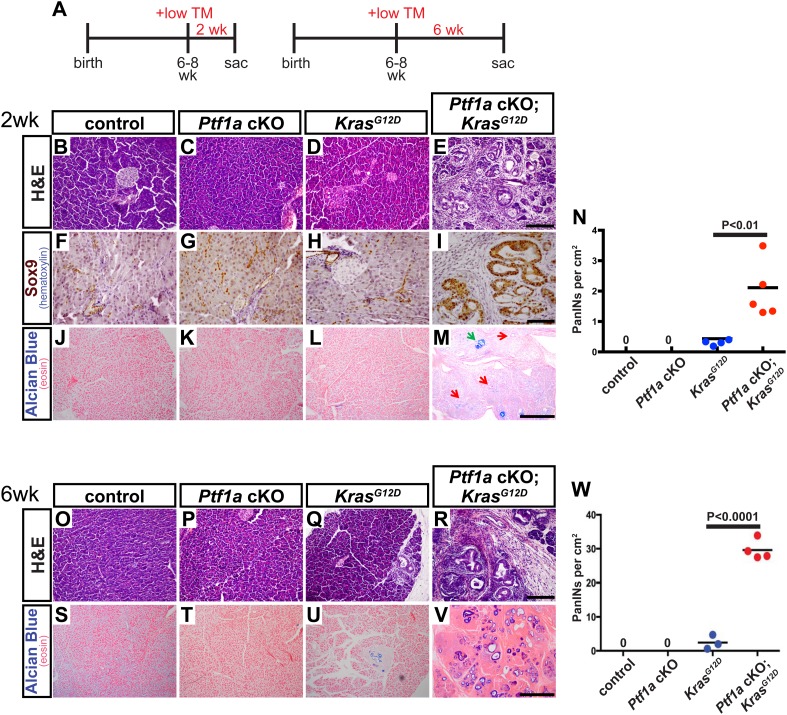
Loss of *Ptf1a* is a rate-limiting step in PanIN initiation. (**A**) Mice of specified genotypes were administered 0.17 mg/g body weight TM to induce Cre-mediated recombination and were sacrificed either 2 or 6 weeks later. (**B**–**E**) H&E staining of pancreata from mice of indicated genotypes 2 weeks after TM administration. (**F**–**I**) IHC for the ductal transcription factor SOX9, indicating upregulation in ADM and PanINs of *Ptf1a* cKO; *Kras*^*G12D*^ pancreata. (**J**–**M**) Alcian blue staining, indicating PanIN lesions in *Ptf1a* cKO; *Kras*^*G12D*^ pancreata. In panel (**M**), green arrow indicates an Alcian Blue+ lesion, while red arrows indicate ADM that is Alcian Blue-negative. (**N**) Quantification of the genotype-dependent PanIN burden; *Ptf1a* cKO; *Kras*^*G12D*^ pancreata possessed significantly more PanINs at 2 weeks post-TM than *Kras*^*G12D*^ mice (p < 0.01). (**O**–**R**) H&E staining of pancreata from mice of indicated genotypes 6 weeks after TM administration. (**S**–**V**) Alcian Blue staining, highlighting PanIN lesions in pancreata from *Kras*^*G12D*^ mice and *Ptf1a* cKO; *Kras*^*G12D*^ mice. (**W**) Quantification of PanINs at 6 weeks post-TM. *Ptf1a* cKO; *Kras*^*G12D*^ pancreata had ∼15-fold more Alcian Blue+ PanINs at this time point than *Kras*^*G12D*^ (p < 0.0001). Scale bars: (**B**–**E**) 200 µm; (**F**–**I**) 100 µm; (**J**–**M**) 500 µm; (**O**–**R**) 200 µm; (**S**–**V**) 500 µm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.009

**Figure 3—figure supplement 1.**
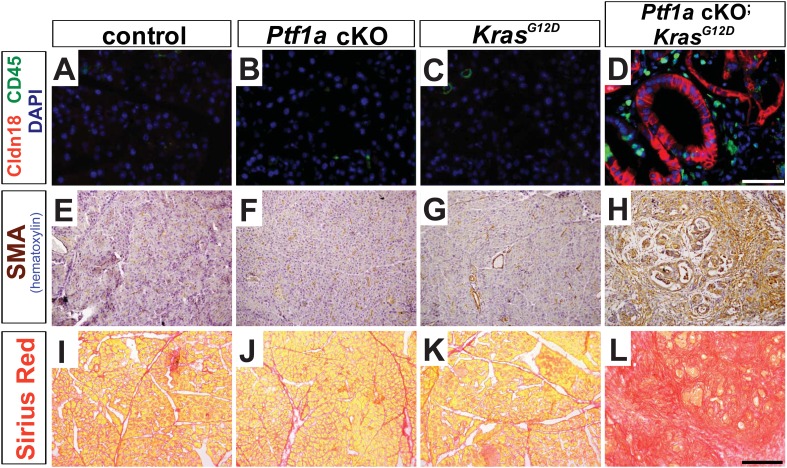
Microenvironmental remodeling in *Ptf1a* cKO; *Kras*^G12D^ pancreata. Pancreata were harvested 2 weeks following TM administration (0.17 mg/g) to mice of the indicated genotypes. (**A**–**D**) Immunofluorescence for the PanIN marker CLDN18 (red), and the leukocyte marker CD45 (green), revealing association of leukocytes with PanINs in *Ptf1a* cKO; *Kras*^*G12D*^. (**E**–**H**) IHC for α-SMA, highlighting the activation of pancreatic stellate cells in *Ptf1a* cKO; *Kras*^*G12D*^ pancreata. (**I**–**L**) Sirius Red staining, highlighting widespread fibrosis in *Ptf1a* cKO; *Kras*^*G12D*^. Scale bars: (**A**–**D**) 50 μm, (**E**–**L**) 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.010

**Figure 3—figure supplement 2.**
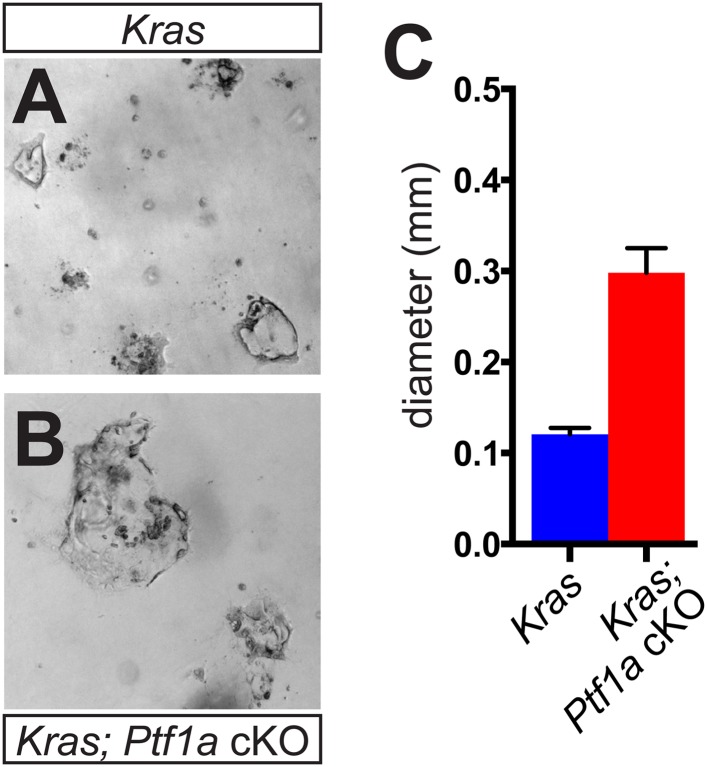
Acinar-ductal reprogramming in 3D culture. (**A**, **B**) Brightfield images of acinarderived ductal cysts from (**A**) *Kras*^*G12D*^ and (**B**) *Ptf1a* cKO; *Kras*^*G12D*^ mice, after 3 days of culture in collagen gel. (**C**) Quantification of the maximum diameter of acinar-derived cysts from mice of indicated genotypes (n = 3 mice per genotype). For each mouse, >10 randomly selected fields were photographed, and each cyst within the image was measured at its maximum diameter. Scale bars are 400 μm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.011

Interestingly, this level of *Ptf1a* deletion alone did not produce ADM or other histologically detectable effects at 2 weeks post-TM, compared to control mice (Figure 3B,C). While *Kras*^*G12D*^ pancreata exhibited few or no PanINs at this time point, there was widespread induction of ADM, leukocyte infiltration, fibrosis, and PanIN initiation in *Ptf1a* cKO; *Kras*^*G12D*^ pancreata (Figure 3D,E and Figure 3—figure supplement 1). We further confirmed that acinar-derived ADM and PanINs were being reprogrammed to a duct-like fate based on expression of the ductal transcription factor SOX9. While only normal ducts expressed SOX9 in control pancreata, PanINs and ADM in *Ptf1a* cKO; *Kras*^*G12D*^ were SOX9^+^ at 2 weeks post-TM (Figure 3F–I). These data are consistent with a recent study indicating that *Sox9* is necessary but not sufficient for the earliest stages of mouse PanIN initiation (Kopp et al., 2012).

To quantify lesion burden, we stained pancreata from all genotypes with Alcian Blue to highlight acidic mucin-rich PanINs (Figure 3J–M). Following a counting procedure established in our lab (De La et al., 2008), we observed a ∼sixfold increase in the frequency of PanINs in *Ptf1a* cKO; *Kras*^*G12D*^ mice compared to mice expressing *Kras*^*G12D*^ alone (Figure 3N). This is likely an underestimation of overall phenotypic change, since ADM, which precedes PanIN formation, does not stain with Alcian Blue. Based on histological inspection, ADM is widespread in *Ptf1a* cKO; *Kras*^*G12D*^ mice at 2 weeks post-TM, but negligible in *Kras*^*G12D*^ pancreata (Figure 3D,E,L,M).

Initiation and progression of PDAC involves interactions between KRAS-active epithelial cells and their stromal microenvironment, with local inflammation being commonly associated with more rapid tumorigenesis (Gukovsky et al., 2013). We observed that PanINs developing after 2 weeks in *Ptf1a* cKO; *Kras*^*G12D*^ mice, identified by CLDN18 staining, were consistently surrounded by CD45^+^ leukocytes, indicating interactions between transformed epithelial cells and inflammatory cells (Figure 3—figure supplement 1). Because activation of pancreatic stellate cells is a hallmark of PDAC, we assessed the activation state of these cells using the marker α-smooth muscle actin (SMA). While SMA-positive cells were observed around blood vessels in pancreata of all genotypes, lobules of *Ptf1a* cKO; *Kras*^*G12D*^ pancreata affected by ADM and PanIN initiation exhibited widespread SMA^+^ fibroblasts surrounding ADM and PanIN lesions (Figure 3—figure supplement 1). Staining with the fibrosis marker Sirius Red confirmed that PanIN-associated fibroblasts of *Ptf1a* cKO; *Kras*^*G12D*^ pancreata were actively secreting collagenous matrix (Figure 3—figure supplement 1), indicating activation of stellate cells only 2 weeks after Cre-mediated recombination. The activation of stellate cells and fibrotic phenotype observed in *Ptf1a* cKO; *Kras*^*G12D*^ pancreata (Figure 3—figure supplement 1) is likely a reaction to the high level of acinar cell transformation rather than a direct reaction to *Ptf1a* deletion itself, as *Ptf1a* cKO pancreata with ADM do not stain with Sirius red (Figure 2V).

In order to determine the acinar cell-intrinsic consequences of *Ptf1a* deletion, we used a 3D culture system in which acini can undergo metaplasia into ductal cysts in response to mutant *Kras* or EGF receptor (EGFR) ligand stimulation, without the influence of other cell types (Means et al., 2005; Ardito et al., 2012). To induce widespread, acinar-specific *Kras* activation and/or *Ptf1a* deletion, we treated mice with three daily doses of tamoxifen at 0.25 mg/ml, a treatment paradigm that we found to drive widespread recombination (see below). Acinar cell clusters from control, *Ptf1a* cKO, Kras^*G12D*^, and *Ptf1a* cKO; *Kras*^*G12D*^ were isolated at 3 days after the final TM dose, prior to the appearance of any histological abnormalities, and embedded in a collagen matrix, as previously described (Means et al., 2005; Ardito et al., 2012). Neither control nor *Ptf1a* cKO acinar clusters underwent spontaneous cyst conversion, in the absence of added growth factors, implying that loss of *Ptf1a* is not sufficient for acinar-ductal reprogramming. As expected, acini of both genotypes generated CK19+ ductal cysts in response to the EGFR ligand TGFα (data not shown). By contrast, *Kras*^*G12D*^ activation was sufficient for generation of acinar-derived cysts; importantly, *Ptf1a* cKO; *Kras*^*G12D*^ acini formed significantly larger cysts than those derived from *Kras*^*G12D*^ pancreata (Figure 3—figure supplement 2). These results are consistent with our in vivo data and suggest that acinar cell loss of *Ptf1a* enhances KRAS-mediated transformation independent of effects on the stromal microenvironment.

A generally similar synergy between *Kras*^*G12D*^ and *Ptf1a* cKO was observed in vivo at the 6-week post-tamoxifen time point. *Ptf1a* cKO pancreata remained histologically unchanged compared to control, as at 2 weeks post-TM, while intermittent PanIN-1 lesions were observed in *Kras*^*G12D*^ pancreata (Figure 3O–Q). *Ptf1a* cKO; *Kras*^*G12D*^ pancreata, by contrast, were completely overrun by PanINs at this time point (Figure 3R), most of which stained positively with Alcian Blue (Figure 3V). Quantifying PanIN lesions by Alcian Blue staining, we observed a >15-fold increase in *Ptf1a* cKO; *Kras*^*G12D*^ compared to mice expressing *Kras*^*G12D*^ alone (Figure 3W). As we did not score more than one lesion per individual anatomic lobule, to avoid double-counting large or discontinuous lesions, this number likely underestimates the overall PanIN burden in *Ptf1a* cKO; *Kras*^*G12D*^ pancreata given the likelihood of multiple initiation events per lobule. Altogether, the dramatic acceleration of PanIN development upon *Ptf1a* deletion suggests that downregulation of this TF is a rate-limiting step for KRAS-driven pancreatic tumorigenesis.

### Extensive deletion of *Ptf1a* promotes rapid but incomplete acinar-ductal metaplasia

As we were surprised that a moderate level of acinar cell recombination (∼25%) failed to produce an overt, short-term phenotype in *Ptf1a* cKO pancreata (Figure 3), we tested if more pervasive deletion of *Ptf1a* would produce a more robust reprogramming phenotype. Control and *Ptf1a* cKO mice were administered a higher dose of TM (0.25 mg/g) by oral gavage on three consecutive days (a net 4.5-fold higher dose than previously) and were harvested 2 weeks later (Figure 4A). Quantification of EYFP+ acinar cells following this TM regimen demonstrated a recombination frequency of ∼65% (Figure 4—figure supplement 1). Additionally, we quantified the number of PTF1A-deficient acinar cells at 3 days after the final TM gavage, and found that only ∼15% of all pancreatic cells retained nuclear PTF1A, compared with ∼82% in TM-untreated controls (Figure 2—figure supplement 2). As with low-dose TM, described above, the majority (>90%) of EYFP+ cells were PTF1A-negative at 3 days post-TM, confirming that EYFP expression highlights acinar cells deleted for *Ptf1a* (Figure 2—figure supplement 2). The apparently greater extent of PTF1A ablation, relative to EYFP activation, may imply the existence of *Ptf1a*-deleted cells within the EYFP-negative population; such an observation would be consistent with previous evidence of locus-specific Cre deletion efficiencies (Liu et al., 2013).

**Figure 4.**
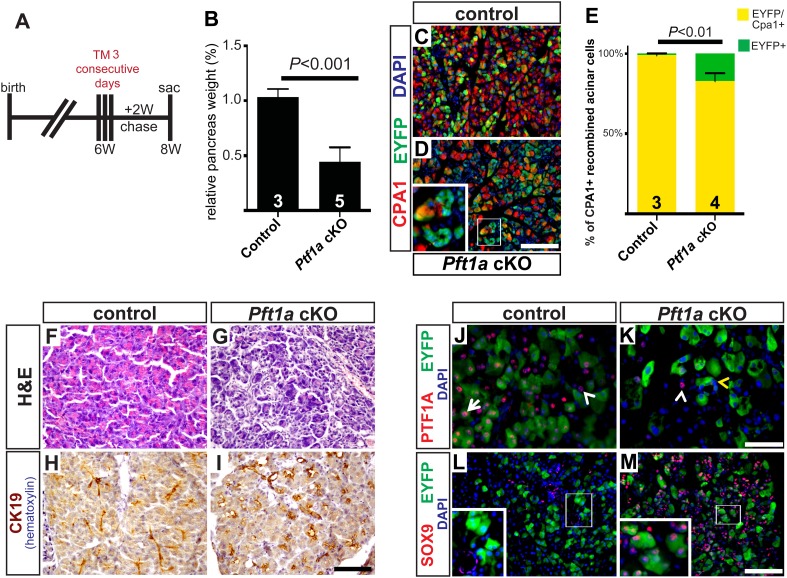
Widespread loss of *Ptf1a* promotes rapid acinar-to-ductal metaplasia. (**A**) Control and *Ptf1a* cKO mice were administered TM (0.25 mg/g) on three consecutive days and sacrificed following a 2-week chase period. (**B**) Pancreas mass, measured as a percent of body weight, was significantly decreased in *Ptf1*a cKO mice 2 weeks after TM administration. (**C**, **D**) Immunofluorescence for the acinar enzyme carboxypeptidase A1 (CPA1) (red) and Cre reporter *R26R*^*EYFP*^ (green). Nuclei are labeled with DAPI (blue). Inset highlights EYFP+, CPA1-negative acinar cells forming duct-like structures in *Ptf1a* null pancreata. (**E**) Quantification of CPA1 expression by EYFP+ (Cre-recombined) cells in control and *Ptf1a* cKO pancreata (control n = 3, *Ptf1a* cKO n = 4, p < 0.01). (**F**, **G**) H&E staining of control and *Ptf1a* cKO pancreata 2 weeks after high-dose TM administration. (**H**, **I**) IHC for the duct marker CK19 highlighting areas of ADM in *Ptf1a* cKO pancreata. (**J**, **K**) Immunofluorescence for PTF1A (red) and the Cre reporter *R26R*^*EYFP*^ (green). White arrow indicates an EYFP+ cell expressing PTF1A in control; white arrowheads indicate non-recombined PTF1A+ cells; yellow arrowhead indicates a recombined, PTF1A-negative cell undergoing metaplasia in *Ptf1a* cKO. (**L**, **M**) Immunofluorescence for the duct transcription factor SOX9 (red) and the Cre reporter *R26R*^*EYFP*^ (green). Insets highlight restricted expression of SOX9 in controls and upregulation of SOX9 within EYFP+ acinar cells of *Ptf1a* cKO. Scale bars: (**C**, **D**) 100 µm, (**F**–**I**) 200 µm, (**J**, **K**) 50 µm, (**L**, **M**) 100 µm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.012

**Figure 4—figure supplement 1.**
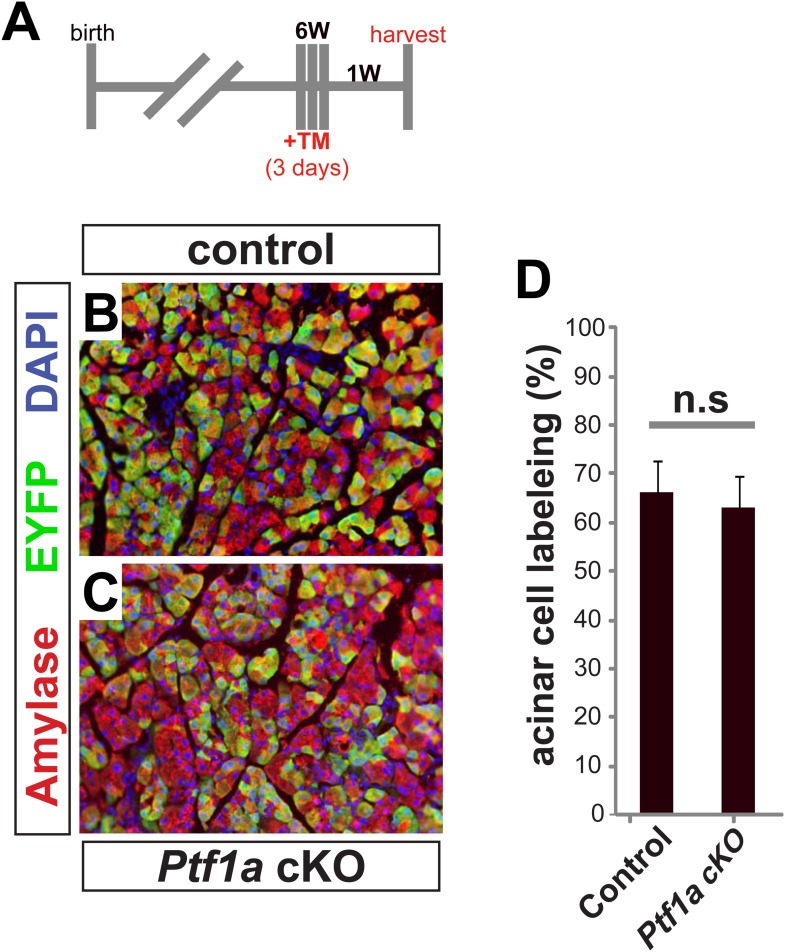
Cre-mediated recombination rates following high-dose tamoxifen treatment. (**A**) 6–8 week old mice were administered 0.17 mg/g TM on three consecutive days, and pancreata were harvested 1 week later. (**B**, **C**) Immunofluorescence for amylase (red) and the Cre reporter *R26R*^*EYFP*^ (green) in TM-treated pancreata of the indicated genotypes. (**D**) The proportion of EYFP expression within amylase+ acinar cells was quantified for all genotypes. No significant difference was observed between groups (n = 3–4 per genotype). Scale bar: 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.013

**Figure 4—figure supplement 2.**
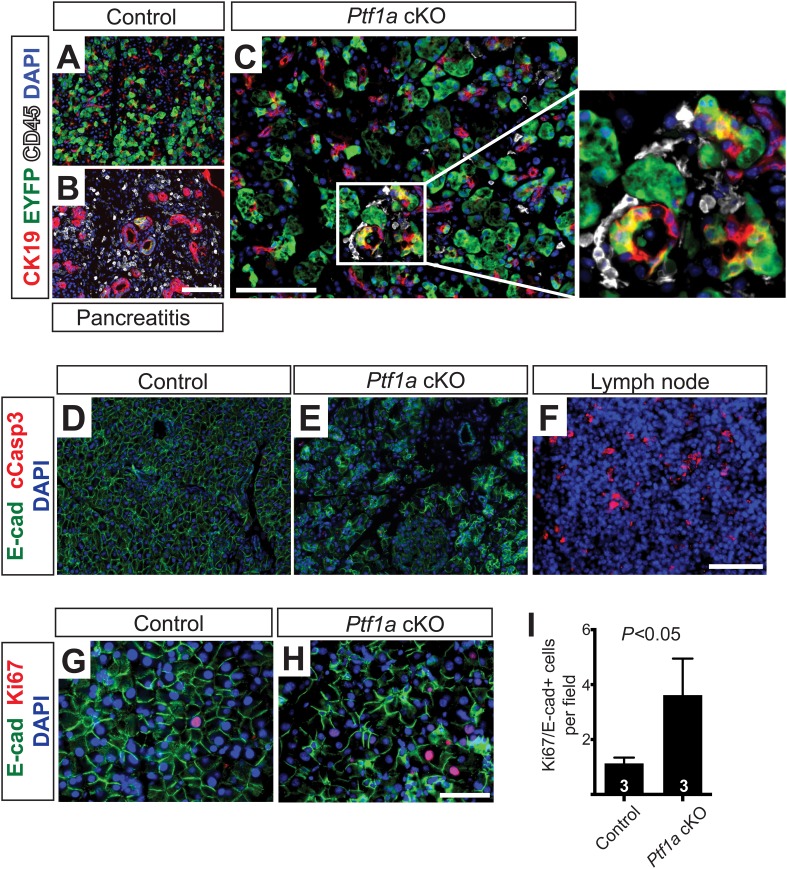
Loss of Ptf1a promotes pancreatic epithelial transdifferentiation and proliferation. (**A**–**C**) Immunofluorescence for CK19 (red), the Cre reporter Rosa26^*EYFP*^ (green), and CD45 (white) in *Ptf1a* cKO pancreata, 2 weeks after high-dose TM administration. Caerulein-treated *Ptf1a* cKO pancreas included as control for pancreatitis (**B**). Enlarged boxed area highlights EYFP+ acinar cells expressing CK19, surrounded by CD45+ leukocytes. (**D**, **E**) Immunofluorescence for E-cadherin (green), cleaved Caspase-3 (red) and DAPI (blue) in control and *Ptf1a* cKO pancreata. (**F**) Pancreatic lymph node, positive control for cleaved Caspase-3 staining. (**G**, **H**) Immunofluorescence for E-cadherin (green), Ki67 (red) and DAPI (blue). (**I**) Quantification of Ki67+/E-cadherin+ cells per 40× field (n = 3 per group, p < 0.05). Scale bars: (**A**–**F**) 100 μm, (**G**–**H**) 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.014

**Figure 4—figure supplement 3.**
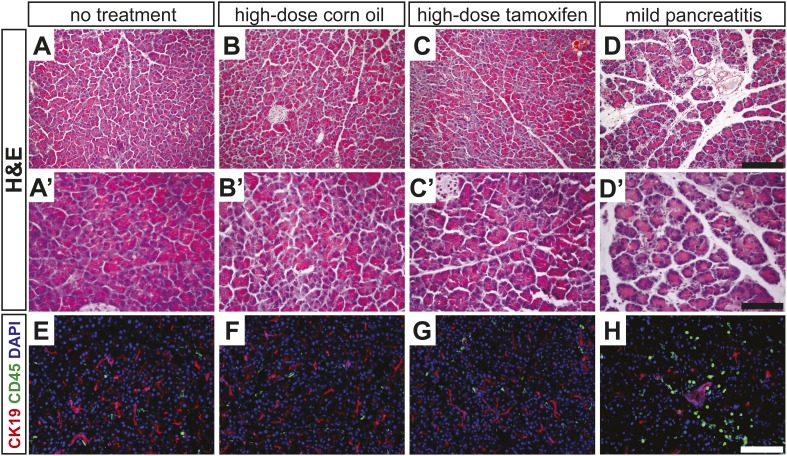
High-dose tamoxifen administration does not induce pancreatitis. (**A**–**D**) Lowand (**A′**–**D′**) high-magnification H&E staining of wild-type pancreata, fixed 24 hr after indicated treatment. (**E**–**H**) Immunofluorescence for CK19 (red), CD45 (green) and DAPI (blue), highlighting inflammatory cells in the exocrine pancreas. Scale bars: (**A**–**D**) 200 μm, (**A′**–**D′**) 100 μm, (**E**–**H**) 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.015

2 weeks following high-dose TM, *Ptf1a* cKO pancreata were less than half the mass of their control counterparts (Figure 4B). Immunofluorescence revealed that while nearly all EYFP+ acinar cells expressed the acinar marker carboxypeptidase A1 (CPA1) in controls, this marker was lost from approximately 15% of EYFP+ cells in *Ptf1a* cKO tissues, indicating loss of the normal differentiation state (Figure 4C–E). Histologically, *Ptf1a* cKO pancreata exhibited extensive acinar disorganization and dilation as well as sporadic upregulation of CK19 within acinar structures, suggestive of early stages of ADM (Figure 4F–I). CK19+ acinar cells (defined by EYFP co-expression) were consistently surrounded by CD45+ leukocytes (Figure 4—figure supplement 2A–C), consistent with an intimate association between metaplasia and inflammatory cell recruitment (Liou et al., 2013; Murtaugh and Keefe, 2015). Nonetheless, *Ptf1a* cKO pancreata did not exhibit a general pancreatitis phenotype (Figure 4—figure supplement 2A–C) nor did they exhibit a detectable increase in epithelial cell apoptosis (Figure 4—figure supplement 2D–F). In addition, we found that treatment of wild-type mice with high-dose TM was not sufficient to induce pancreatic inflammation (Figure 4—figure supplement 3), suggesting that the stronger phenotype of high-dose *Ptf1a* cKO mice, relative to low-dose, was not due to stimulation of ADM by non-specific tissue damage.

Loss of PTF1A was accompanied by upregulation of SOX9 by the majority of EYFP+ cells, indicating partial reprogramming to a duct-like state (Figure 4J–M). Surprisingly, we also observed a significant (∼fourfold) increase in the fraction of Ki67+ epithelial cells in *Ptf1a* cKO pancreata compared with control, suggesting that loss of PTF1A results in deregulation of proliferation as well as differentiation (Figure 4—figure supplement 2G–I). Taken together, these data indicate that *Ptf1a* is required to maintain acinar gene expression and quiescence, as well as prevent metaplasia to a duct-like state, potentially by inhibiting upregulation of SOX9.

### Loss of *Ptf1a* activates KRAS-dependency and fibroinflammatory pathways

In order to investigate further the mechanism of ADM after loss of *Ptf1a*, we performed RNA-seq on whole pancreata from three control and three *Ptf1a* cKO mice, each of which received three doses of TM (0.25 mg/g) to induce maximal recombination 2 weeks prior to RNA extraction. 

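RNA libraries were made from the whole pancreas of 3 control mice (Ptf1a CreERT/+) and 3 Ptf1a cKO mice (Ptf1a CreERT/lox). The sample labels give an age of 4 months for the control mice and of 5 months for the Ptf1a cKO mice, so age follows genotype in this comparison. The deposited table holds 1 value per library for each of 10245 gene symbols. The values are normalized read counts, which the authors placed on a common scale across the 6 libraries. They are not whole numbers, and the reads behind them could not be recovered, so no model of read counts was fitted. The median gene lay between 125.0 and 128.5 normalized counts in every library. Summed over all genes, the control libraries held 21175800, 21045200 and 17949900 normalized counts and the Ptf1a cKO libraries 7156440, 8981110 and 5527100. These sums follow from the scaling and are not sequencing depths. The paper's depths are 25.1, 26.4 and 25.8 M uniquely aligned reads for the control libraries and 29.7, 24.7 and 26.7 M for the Ptf1a cKO libraries, but the deposited values no longer carry them. No counting error can therefore be given for a single value, and the spread between the 3 mice of a group is the only measure of precision.
Transcripts of 32 digestive enzymes and secreted acinar proteins took between 78.8% and 81.8% of the normalized counts in the control libraries and between 38.0% and 63.5% in the Ptf1a cKO libraries. The authors' scaling follows most genes and not the total, and the median log2 fold change over all genes was 0.036. If every library is instead rescaled to the same total, that median becomes 1.49, and if it is rescaled to the same total without the digestive enzymes, 0.19. For testing, all values were divided by a single factor of 13.6, so that the mean library total becomes 1 M, and log2(value + 0.25) was taken. The pseudocount equals 3.41 normalized counts. Fold changes are on this log2(value + pseudocount) scale, which understates the change of genes with low values. The groups were compared by limma with a mean-variance trend, with two-sided p-values and Benjamini-Hochberg adjustment over the 10245 genes. Genes with a mean under 0.25 on that scale would have been left out, but none was, since the lowest mean was 16.8 normalized counts. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.10. A fold against a group whose 3 libraries all lie at or under 3 normalized counts is given as a lower bound, computed against those 3 counts. Gene positions are those of GRCm38, looked up by symbol for 10164 genes (99.2%), because the paper's text does not name a genome build.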

Initial analysis of RNA-seq data sets by *edgeR* (Robinson et al., 2010), setting a false discovery rate (FDR) threshold of 0.05, identified significant changes in expression of over 3000 total genes (Figure 5A). 

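With an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), 3475 of the 10245 genes differed between Ptf1a cKO and control pancreata. Of these, 1751 were higher and 1724 were lower in Ptf1a cKO. A change of at least 2-fold was found for 651 of the higher and 481 of the lower genes. In 5205 genes (50.8%), all 3 Ptf1a cKO values lay on one side of all 3 control values, where chance gives 10%. Across genes, which are not independent replicates, the Pearson correlation of log2 values was between 0.971 and 0.985 for pairs of control libraries and between 0.929 and 0.960 for pairs of Ptf1a cKO libraries. It was between 0.830 and 0.913 for pairs with 1 library of each group. Rescaling every library to the same total moved the count of differentially expressed genes most, to 9719, of which 98.7% were higher in place of 50.4%. With each library left out in turn, between 2363 and 3601 genes passed the threshold.
Among genes past the threshold with the groups apart, the largest rises were those of Pga5 (log2 fold change 6.51), Chia (6.37), Gkn3 (6.06), Gif (6.03) and Kcnj15 (5.89). This order holds on the log2(value + pseudocount) scale, which limits the rise of genes at 0 in the controls. The paper's table of calls places 2 such genes, S100g and Slc9a4, above Pga5. The control means of Pga5, Chia, Gif and Gkn3 were 0.938%, 1.04%, 1.44% and 1.48% of their Ptf1a cKO means, and whether such a share is expression in control pancreata or reads carried over between libraries was not settled. Ear5 was at least 35.1-fold lower in Ptf1a cKO, where its 3 values were all at or under 1.03 normalized counts. Besides Ptf1a, the next largest falls were those of Pkd1l2 (-3.94), Fgf21 (-3.86) and 1810007D17Rik (-3.69). Leaving out single libraries moved Fgf21 between -4.67 and -3.42, Pga5 between 6.07 and 7.18, and Chia between 5.92 and 7.06. The 1810007D17Rik log2 fold change ran from -4.68 without Ptf1a cKO replicate 1 to -2.44 without Ptf1a cKO replicate 2. Its adjusted p-value (0.0162, limma) rose to 0.0644 without control replicate 1 and to 0.0616 without control replicate 3. S100g and Slc9a4 are listed at 0 in all 3 control libraries and averaged 106 and 38.1 normalized counts in Ptf1a cKO. Fgl1 rose from 2.68 ± 1.65 (SD, n = 3) to 219 ± 109 (SD, n = 3) normalized counts, with a log2 fold change of 5.06. Glycam1 was found at 356 normalized counts in Ptf1a cKO replicate 3 and at 0 in both other Ptf1a cKO libraries, and its difference did not pass the threshold (adjusted p = 0.409, limma).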

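Ptf1a, on chromosome 2 of GRCm38 from 19445663 to 19447501, had 606 ± 42.9 normalized counts (SD, n = 3) in control pancreata and 33.4 ± 32.1 (SD, n = 3) in Ptf1a cKO pancreata. This is a log2 fold change of -4.41 (standard error 0.49, adjusted p = 3.29e-04 from limma with Benjamini-Hochberg adjustment). The 3 Ptf1a cKO libraries held 19.8, 70.1 and 10.2 normalized counts of Ptf1a. Leaving out single libraries moved its change between -5.10 (without Ptf1a cKO replicate 2) and -3.88 (without Ptf1a cKO replicate 3). Cpa1, which encodes the digestive enzyme carboxypeptidase A1, lies on chromosome 6 from 30639218 to 30645363. It fell from 1208250 ± 134382 (SD, n = 3) to 221866 ± 117909 (SD, n = 3) normalized counts, a log2 fold change of -2.58 (standard error 0.61, adjusted p = 0.0113 from the same limma fit). With single libraries left out, the change of Cpa1 ran from -2.98 to -2.18, but its adjusted p-value stayed under 0.05 in only 2 of the 6 fits and reached 0.0591 without control replicate 2. Sox9, on chromosome 11 from 112782224 to 112787760, rose from 125.3 ± 14.4 (SD, n = 3) to 591 ± 65.5 (SD, n = 3) normalized counts. Its log2 fold change was 2.21 (standard error 0.13, adjusted p = 2.0e-05 from limma), and between 2.11 and 2.30 with single libraries left out. For each of the 3 genes, every Ptf1a cKO library lay on one side of every control library (exact permutation test, two-sided p = 0.10, the smallest that 3 against 3 allow). Of the scalings tried, the same total for every library moved these changes most, to -3.04 for Ptf1a, -1.08 for Cpa1 and 3.69 for Sox9.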

Consistent with our immunostaining (Figure 4), among the most significantly downregulated mRNAs were *Ptf1a* (18.4-fold) and *Cpa1* (5.45-fold), while *Sox9* was significantly upregulated (4.61-fold) in *Ptf1a* cKO pancreata (Figure 5A). 

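Of a list of 39 genes for digestive enzymes and secreted acinar proteins, fixed without reference to these libraries, 32 are in the table. Amy2a1 to Amy2a5, Cela3a and Dnase1 are not. In Ptf1a cKO pancreata 30 of the 32 were lower, with a median log2 fold change of -2.11 over the list. An adjusted p-value under 0.05 was reached by 23 of the lower genes, and by 26 when adjusted over the list alone. The largest fall was that of Cela2a, from 2086710 ± 365030 to 270851 ± 158886 normalized counts (SD, n = 3 each), a log2 fold change of -3.11. Pla2g1b was higher (log2 fold change 1.22, adjusted p = 0.0156 from limma), a call that held in 2 of the 6 fits with single libraries left out. Reg2, the other higher gene, did not differ (0.10, adjusted p = 0.948 from limma). As a set, the list was lower by limma's camera test with a preset correlation of 0.01 between genes (adjusted p = 4.27e-09 over 17 lists, two-sided, Benjamini-Hochberg). It was also lower by limma's rotation test fry (adjusted p = 0.00772), but not by camera with the correlation estimated from the libraries (adjusted p = 0.355). The median fell to -2.53 without Ptf1a cKO replicate 2 and was -1.78 without Ptf1a cKO replicate 3. After rescaling every library to the same total it was -0.62, with 20 genes lower past the threshold and 9 of the 32 genes higher. Many of these genes have close paralogs, and the authors' counting left out alignments that were not unique (between 74.4% and 81.1% of all normalized counts of a library, those on no gene included), so how the fall divides among paralogs is uncertain.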

Additional downregulated mRNAs included a wide variety of digestive enzymes and other secreted proteins characteristic of the exocrine acinar phenotype, consistent with the long-standing hypothesis that they are directly regulated by PTF1A (Rose et al., 2001; MacDonald et al., in preparation).

**Figure 5.**
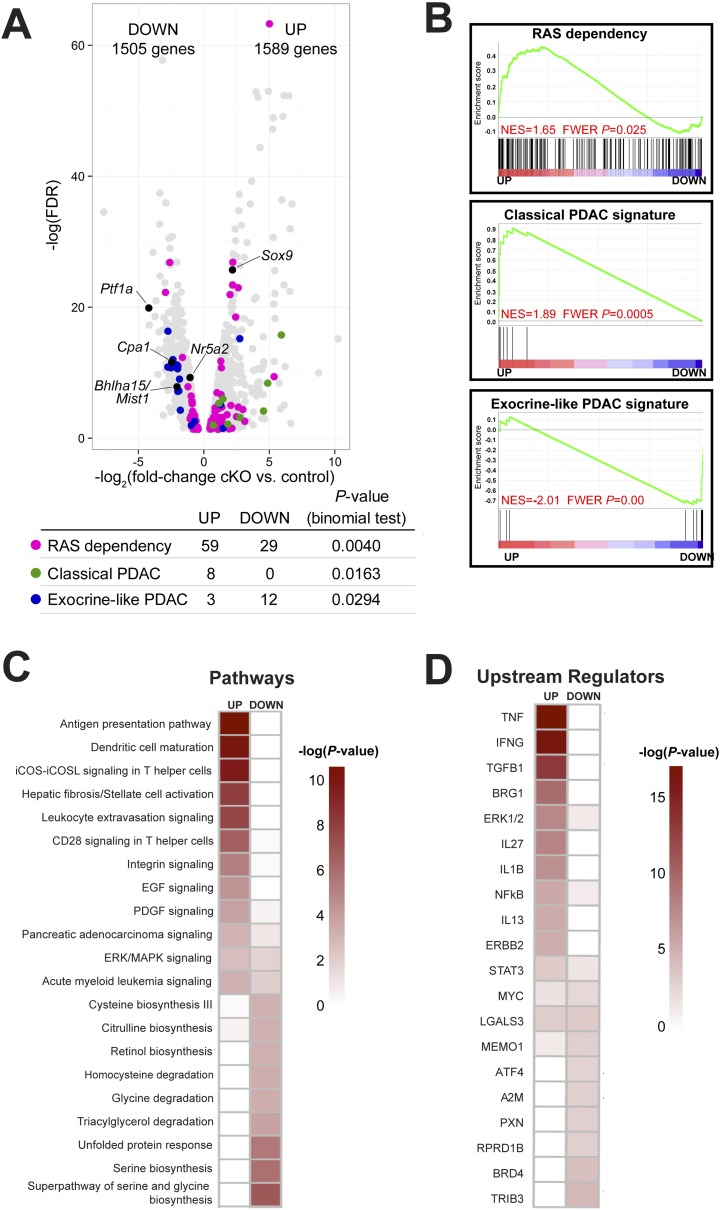
Ptf1a suppresses fibroinflammatory pathways and oncogenic KRAS associated gene signatures. (**A**) Volcano plot showing differentially expressed genes (false discovery rate [FDR] <0.05; gray) in *Ptf1a* cKO pancreata, relative to control. Individual genes are labeled and highlighted in black. Genes belonging to signatures characteristic of RAS dependency, classical and exocrine-like pancreatic ductal adenocarcinoma (PDAC) are highlighted in pink, green, and blue, respectively. Table below indicates p-values from binomial test for enrichment of gene signatures within up- or down-regulated genes. (**B**) Gene Set Enrichment Analysis (GSEA) enrichment plots of differentially expressed genes between *Ptf1a* cKO and control indicating positive enrichment of RAS dependency and classical PDAC signatures and negative enrichment of exocrine-like PDAC signature genes. (**C**, **D**) Ingenuity Pathway Analysis (IPA, Qiagen Redwood City, www.qiagen.com/ingenuity) was used to identify differentially expressed pathways and upstream regulators in *Ptf1a* cKO pancreata. (**C**) Heat map of pathways that are significantly increased and decreased upon *Ptf1a* deletion. (**D**) Heat map of upstream pathways and regulators predicted to drive the observed changes in gene expression. Color scale is indicative of the -log p-value (significance). All analyses are based on a ±2.0-fold expression threshold. Full details of the data set and analyses can be found in the supplementary data files. **DOI:** http://dx.doi.org/10.7554/eLife.07125.016

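The paper's pathway tables list 9 genes of the unfolded protein response and 5 of serine and glycine biosynthesis as lower by at least 2-fold in Ptf1a cKO. All 9 and all 5 are in the deposited table, and each was lower with an adjusted p-value under 0.05 (limma, Benjamini-Hochberg). Their median log2 fold changes were -1.25 and -1.28. Because these genes were listed for being called in the same libraries, their medians are not independent evidence. The smallest adjusted p-value within each pathway was that of Atf6 (log2 fold change -1.32, adjusted p = 1.29e-04 from limma) and Psat1 (-2.22, adjusted p = 1.64e-04 from limma). Lists whose genes were fixed before the deposited values were examined were tested as sets. Both themes are those of the paper's pathway results on these libraries, so these tests are not independent evidence either. Of 16 genes of the unfolded protein response, 13 were lower, with a median of -0.62. Over all genes 10 of these were lower and 2 higher past the threshold, and 10 were lower and 3 higher when adjusted over the list alone. Of 5 genes of serine and glycine biosynthesis, 4 were lower, with a median of -1.23, and 4 passed the threshold by either adjustment. The camera test with the preset correlation gave adjusted p-values of 0.00427 and 0.0113 for these lists (limma, Benjamini-Hochberg). With every library rescaled to the same total, the medians of these 2 lists were 0.88 and 0.24 and the change of Atf6 was 0.17, all under the shift of 1.49 that this scaling gives the median gene. Relative to the other genes both lists stayed lower under it (camera adjusted p = 0.0287 and 1.14e-04, limma), so the sign of the medians follows the scaling and the place of the lists among all genes does not.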

Given our finding that loss of *Ptf1a* strongly potentiates KRAS-induced PanIN initiation (Figures 2, 3), we analyzed the expression of genes previously implicated in KRAS signaling and PDAC development. Interestingly, tumor suppressors classically associated with PDAC, such as *p53* (*Trp53*), *Cdkn2a/Ink4a*, *Pten*, *Brca2*, and *Smad4*, were not significantly downregulated in the absence of *Ptf1a* (data not shown), leading to the notion that the susceptibility of *Ptf1a* cKO pancreata to KRAS involves a novel mechanism distinct from canonical tumor suppression pathways. By contrast, we found that two acinar-specific transcription factors previously implicated in suppressing PanIN development, *Bhlha15* (commonly referred to as *Mist1*) and *Nr5a2* (Shi et al., 2009b; Flandez et al., 2014; von Figura et al., 2014b), were downregulated in *Ptf1a* cKO mice, consistent with PTF1A acting at or near the top of a regulatory hierarchy responsible for maintaining acinar identity and suppressing tumorigenesis (Figure 5A).

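Trp53, on chromosome 11 of GRCm38 from 69580359 to 69591873, had 71.0 ± 14.8 normalized counts in control and 82.4 ± 18.1 in Ptf1a cKO pancreata (SD, n = 3 each). The log2 fold change was 0.21 (adjusted p = 0.458 from limma with Benjamini-Hochberg adjustment). Smad4, on chromosome 18 from 73639009 to 73703780, had 248 ± 38.2 normalized counts in control and 222 ± 16.1 in Ptf1a cKO pancreata (SD, n = 3 each). It changed by -0.15 (adjusted p = 0.410 from limma), less than the spread between mice. With single libraries left out, the changes ran from 0.029 (without control replicate 2) to 0.32 for Trp53 and from -0.23 to -0.030 (without control replicate 3) for Smad4. With every library rescaled to the same total both genes were higher, by 1.64 for Trp53 and 1.33 for Smad4 on the log2 scale, close to the shift of 1.49 that this scaling gives the median gene. Cdkn2a and Brca2 are not in the deposited table, so their expression could not be compared.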

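Bhlha15, on chromosome 5 of GRCm38 from 144190286 to 144194441, fell from 5673 ± 462 to 1382 ± 840 normalized counts (SD, n = 3 each). The log2 fold change was -2.19 (standard error 0.33, adjusted p = 0.00146 from limma with Benjamini-Hochberg adjustment). Nr5a2, on chromosome 1 from 136842571 to 136960448, fell from 454 ± 13.3 to 218 ± 22.4 normalized counts (SD, n = 3 each). Its log2 fold change was -1.05 (standard error 0.11, adjusted p = 3.08e-04 from limma). The direction for Nr5a2 rests on the scaling, since with every library rescaled to the same total its log2 fold change was 0.43 (adjusted p = 0.101 from limma), against 1.49 for the median gene. Rbpjl, a further acinar transcription factor and a subunit of the PTF1 complex, lies on chromosome 2 from 164403141 to 164415448 and had a log2 fold change of -2.29 (adjusted p = 0.00356 from limma). With single libraries left out, the 3 changes ran from -2.66 to -1.89, from -1.12 to -0.97 and from -2.89 to -1.94. In a list of 11 acinar transcription factors and PTF1 complex genes, 4 were lower past the threshold, Ptf1a and these 3, and 1 was higher, with the same numbers when adjusted over the list alone. As a set the list did not pass by camera (adjusted p = 0.105), while it did by fry (adjusted p = 0.00356) and by camera with every library rescaled to the same total (adjusted p = 2.87e-04, lower relative to other genes).

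**Figure D1:**
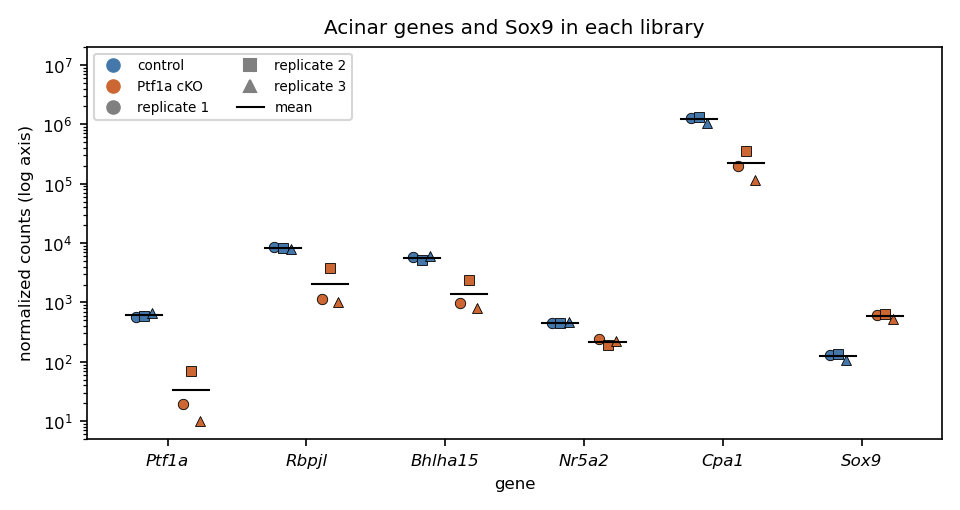
Normalized counts of Ptf1a, Rbpjl, Bhlha15, Nr5a2, Cpa1 and Sox9 in each control and Ptf1a cKO library, on a log axis. Points are single libraries. In all 6 panels the 3 Ptf1a cKO libraries lie on one side of the 3 control libraries, above them for Sox9 and under them for the others on the authors' scaling. When every library is rescaled to the same total, Nr5a2 rises by 0.43 on the log2 scale, against 1.49 for the median gene.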

In human cell lines derived from pancreatic and other cancers, dependence on KRAS signaling correlates with expression of specific gene signatures, including genes whose activity is required to sustain RAS activity and malignancy (Singh et al., 2009; Loboda et al., 2010). We found that previously identified RAS dependence genes were significantly enriched, by binomial test, among mRNAs upregulated in *Ptf1a* cKO tissue (Figure 5A). 

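Of the 258 mouse symbols in the paper's list of RAS dependency genes, 173 are in the deposited table. Among all genes past the threshold, 61 of the 1751 higher genes (3.48%) and 30 of the 1724 lower genes (1.74%) belong to the list. When adjusted over the list alone, 65 were higher and 34 lower. The shares of higher and lower genes differed by Fisher's exact test (two-sided p = 0.00135, odds ratio 2.04). The 2-sample test of proportions with continuity correction, which the paper's code calls a binomial test, gave p = 0.00186. With single libraries left out, the p-value of Fisher's exact test ran from 0.00122 to 0.0205. Under other scalings, the p-value of Fisher's exact test was 4.21e-04 with the median of ratios and 0.0188 with the same 75th percentile. It was 0.409 with every library rescaled to the same total without the digestive enzymes, and 0.481 with the opposite direction with the same total, which moves the median gene up by 1.49 and calls 9590 genes higher. The p-values of the 3 signatures in the paper's Figure 5A were not adjusted for one another.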

Within this signature were some of the most highly upregulated mRNAs in our data set, such as *Tspan1* (32.4-fold increase), *Slc1a2* (62.2-fold increase), *Fut2* (41.4-fold increase), and *Egr1* (6.2-fold increase) (Supplementary files 1, 2). 

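Tspan1, on chromosome 4 of GRCm38 from 116161869 to 116167601, rose from 26.0 ± 9.52 to 845 ± 118 normalized counts (SD, n = 3 each). Its log2 fold change was 4.90 (standard error 0.22, adjusted p = 8.68e-06 from limma with Benjamini-Hochberg adjustment). Slc1a2, on chromosome 2 from 102658659 to 102790784, rose from 3.202 ± 1.46 to 175 ± 30.9 normalized counts (SD, n = 3 each). Its control values lie close to the pseudocount, so its log2 fold change of 4.76 (standard error 0.26, adjusted p = 1.64e-05 from limma) is understated. Fut2, on chromosome 7 from 45648591 to 45666394, was at or under 2.28 normalized counts in every control library. It averaged 70.7 ± 54.2 (SD, n = 3) in Ptf1a cKO, which was at least 23.6-fold higher. Egr1, on chromosome 18 from 34859823 to 34864984, rose from 13.1 ± 6.03 to 79.1 ± 48.2 normalized counts (SD, n = 3 each), a log2 fold change of 2.25 (adjusted p = 0.00439 from limma). All 4 genes were higher in every Ptf1a cKO library than in every control library and kept an adjusted p-value under 0.05 in all 6 fits with single libraries left out. The smallest adjusted p-values within the RAS dependency list were those of Tspan1, Ehf (log2 fold change 2.19) and AA986860 (2.19).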

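Of the 173 genes of the RAS dependency list in the table, 109 (63.0%) were higher in Ptf1a cKO pancreata, against 53.1% of all genes. The median log2 fold change was 0.22. In a preranked enrichment analysis of all genes ordered by log2 fold change, the normalized enrichment score was 1.66 (p = 3.98e-04 from 10000 permutations of the genes). It stayed between 1.58 and 1.70 with single libraries left out. Permuting genes treats them as independent, so set tests on the libraries were run as well. The camera test with the preset correlation of 0.01 gave p = 0.0388 (two-sided), and fry gave p = 0.00560. With the correlation estimated from the libraries, camera gave p = 0.168. With single libraries left out, the camera p-value ran from 0.0168 to 0.0750, and it was over 0.05 without Ptf1a cKO replicate 2 (0.0576) or Ptf1a cKO replicate 3 (0.0750). It was also over 0.05 with every library rescaled to the same 75th percentile (0.0538), to the same total (0.179) or to the same total without the digestive enzymes (0.0948), and under 0.05 with the median of ratios (0.0327).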

The preferential upregulation of RAS dependency genes in *Ptf1a* cKO was confirmed by Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005) (Figure 5B), and suggests that loss of PTF1A results in a phenotypic shift toward a KRAS-permissive phenotype. RAS dependency is characteristic of human PDAC cell lines and primary tumors with a ‘classical’, duct-enriched gene expression profile (Collisson et al., 2011). 

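Of the 19 mouse symbols of the classical PDAC list, 8 are in the deposited table, namely Agr2, Elf3, Erbb3, Fxyd3, Gpx2, Pls1, Tox3 and Tspan8. All 8 were higher in Ptf1a cKO pancreata, with a median log2 fold change of 1.78. With an adjusted p-value under 0.05, 7 were higher and 0 lower, and 8 were higher when adjusted over the list alone. Without control replicate 1, 4 were higher. Fisher's exact test against all higher and lower genes gave p = 0.0156 (two-sided), and p = 0.125 without control replicate 1. Fisher's exact test gave p = 0.115 after rescaling every library to the same total without the digestive enzymes. The camera test with the preset correlation gave p = 7.78e-05, fry p = 0.00159, and camera with the estimated correlation p = 0.0765. The preranked enrichment score was 1.89. Its p-value from 10000 permutations of the genes was not over 1e-04 and was set to that floor, which may be finer than the permutations resolve. The smallest adjusted p-values were those of Fxyd3 (log2 fold change 4.70), Pls1 (1.46) and Gpx2 (3.33).
Of the 19 symbols of the exocrine-like PDAC list, 16 are in the table. They had a median log2 fold change of -2.04, and 12 were lower. With an adjusted p-value under 0.05, 8 were lower and 3 higher (Pla2g1b, Reg3b and Slc4a4), while 11 were lower when adjusted over the list alone. Only 1 was higher without control replicate 1, control replicate 2 or Ptf1a cKO replicate 1, and 11 were lower without Ptf1a cKO replicate 2. Fisher's exact test gave p = 0.142 (two-sided), which did not pass the threshold. It gave p-values between 0.0198 and 0.111 with single libraries left out, and the lowest was without control replicate 1. The camera test with the preset correlation gave p = 0.00389, fry p = 0.0131, and camera with the estimated correlation p = 0.292. The preranked enrichment score was -2.05 (p = 7.21e-04 from permutations of the genes). The smallest adjusted p-values were those of Reg3b (log2 fold change 2.87), Gp2 (-2.82) and Spink3 (-2.10). Because 14 of these 16 genes are also among the 32 of the list of digestive enzymes and secreted acinar proteins, this result rests largely on genes of that list and is not independent of it.

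**Figure D2:**
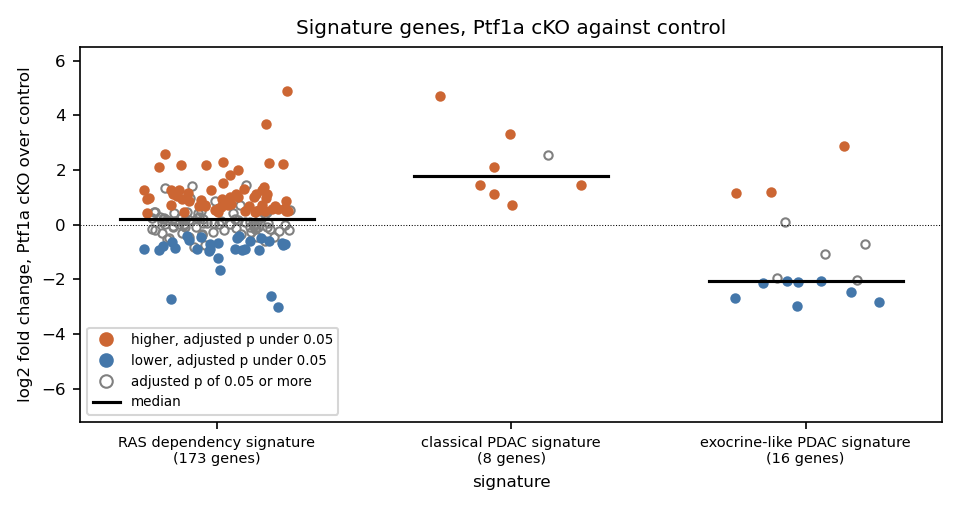
Log2 fold changes between Ptf1a cKO and control pancreata for the genes of the RAS dependency, classical PDAC and exocrine-like PDAC signatures that are in the table. Each point is a gene and each line the median of a signature, 0.22 over 173 genes, 1.78 over 8 genes and -2.04 over 16 genes, on the authors' scaling.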

We find that the classical PDAC signature is also preferentially upregulated upon *Ptf1a* deletion, while the distinct ‘exocrine-like’ PDAC signature, largely comprising acinar-specific secreted proteins, is downregulated (Figure 5A,B). These results therefore strongly suggest not only that PTF1A maintains acinar differentiation, including expression of genes marking an acinar-like subset of human PDAC, but also that PTF1A suppresses an alternative gene expression program that facilitates KRAS signaling activity.

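Within single Ptf1a cKO libraries, compared with the mean of the controls, the median log2 fold change of the RAS dependency genes was 0.15, 0.13 and 0.37. For the classical PDAC genes it was 1.77, 1.14 and 2.62, and for the exocrine-like PDAC genes -2.02, -1.22 and -2.68. All 3 libraries thus moved in the direction of the group on the authors' scaling, and replicate 2, which kept the most Ptf1a transcripts, moved least in each list. From these results together, the paper proposes that PTF1A maintains acinar differentiation, including genes that mark an acinar-like subset of human PDAC, and that PTF1A holds back an alternative program of gene expression.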

To identify biological pathways that were activated or attenuated by *Ptf1a* deletion, we analyzed this RNA-seq data set using Qiagen's Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.ingenuity.com) (Thomas and Bonchev, 2010; Kramer et al., 2014). We analyzed canonical pathways using three different thresholds of gene expression (1.5-fold up/downregulation, 2.0-fold up/downregulation, and 3.0-fold up/downregulation; Supplementary files 3–5). At an upregulation threshold of 2.0, deletion of *Ptf1a* significantly affected over 300 pathways, several of which have an established role in PDAC initiation. These included T-helper cell-signaling pathways (McAllister et al., 2014), stellate-cell activation and fibrosis (Sherman et al., 2014), and epidermal growth factor (EGF) signaling (Ardito et al., 2012; Navas et al., 2012) (Figure 5C). 

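The paper's pathway table for genes higher by at least 2-fold in Ptf1a cKO lists 356 pathways. Of these, 196 have a -log10 p-value of at least 1.3 (p = 0.05), the usual threshold, which the paper's text does not state for this count. At the 1.5-fold and 3-fold thresholds, 416 and 313 pathways are listed, of which 219 and 174 have a -log10 p-value of at least 1.3. For genes lower by at least 2-fold, 299 pathways are listed and 54 have such a value. These counts come from the paper's own tables, since the commercial pathway software could not be run. What can be measured is the change of the genes listed. The pathways discussed in the paper's text as higher list 57 different genes that are in the deposited table. All 57 of these pathway molecules were higher in Ptf1a cKO, 46 of them with an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), and their median log2 fold change was 1.31. It was 1.14, 1.12 and 1.73 in the 3 Ptf1a cKO libraries. With the genes listed at the 3-fold threshold in place of 2-fold, the median was 1.67, and with every library rescaled to the same total it was 2.66. The genes were listed for having changed in these libraries, so the medians describe them and are not independent evidence.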

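For T helper cells, 16 of the 21 genes listed for iCOS-iCOSL signaling and 14 of the 18 listed for CD28 signaling are in the deposited table. All were higher in Ptf1a cKO, with median log2 fold changes of 1.51 and 1.55, and 9 genes in each had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg). The smallest adjusted p-values in both were those of Itpr2 (log2 fold change 1.69), Chp1 (1.50) and Pik3c2a (1.51). Both lists thus share genes, and their medians are not separate results. The genes listed in both by the symbols of human HLA genes could not be matched. Whole-tissue libraries do not show whether T helper cells held these transcripts. For fibrosis and stellate cell activation, 26 of 27 listed genes are in the table, with a median of 1.29, and 23 passed the threshold. Col1a1, on chromosome 11 of GRCm38, rose from 243 ± 36.2 to 1012 ± 418 normalized counts (SD, n = 3 each), a log2 fold change of 1.96 (adjusted p = 0.00102 from limma). For EGF signaling, all 10 listed genes are in the table, with a median of 1.55, and 8 passed the threshold.
Lists of cell type markers fixed without reference to these libraries were also higher. Of 16 fibroblast and stellate genes, 15 were higher (median 1.15), 14 past the threshold and 15 when adjusted over the list alone (camera adjusted p = 3.47e-06, limma). All 12 leukocyte genes in the table were higher (median 1.33), 9 past the threshold and 10 when adjusted over the list alone (camera adjusted p = 7.49e-04, and 0.0518 with every library rescaled to the same total). The leukocyte median was 0.91 without Ptf1a cKO replicate 3. Of 20 leukocyte genes listed, the T cell genes Cd3d, Cd3e and Cd8a are not in the table. All 6 MHC class II genes were higher (median 1.71), but only 3 passed the threshold, by either adjustment, and the list's call by camera (adjusted p = 0.0328) did not hold under fry (0.159) or with every library rescaled to the same total without the digestive enzymes (0.0780). The MHC class II median ran from 1.33 without Ptf1a cKO replicate 1 to 2.42 without Ptf1a cKO replicate 2.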

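The paper's tables list 12 genes for pancreatic adenocarcinoma signaling at the 2-fold threshold. All 12 are in the deposited table and were higher in Ptf1a cKO pancreata, 10 of them with an adjusted p-value under 0.05 (limma, Benjamini-Hochberg). Their median log2 fold change was 1.38. Pik3r1, a regulatory subunit of the PI-3-kinase, lies on chromosome 13 of GRCm38 and rose from 636 ± 25.0 to 1979 ± 480 normalized counts (SD, n = 3 each), a log2 fold change of 1.60 (adjusted p = 3.47e-04 from limma). Erbb2 rose from 55.9 ± 7.65 to 129.0 ± 19.8 normalized counts (SD, n = 3 each), a log2 fold change of 1.16 (adjusted p = 9.77e-04 from limma). In the 3 Ptf1a cKO libraries the median of the 12 genes was 1.15, 1.02 and 1.83 against the mean of the controls. The genes were chosen by their change in the same libraries.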

A general ‘pancreatic adenocarcinoma signaling’ pathway was also upregulated, consisting primarily of genes involved in PI-3-kinase and JAK/STAT signaling. We also used IPA Upstream Regulator Analysis to predict upstream signaling mediators that could explain the changes in gene expression within our data set (Kramer et al., 2014). 

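Genes that the paper's tables list as targets of upstream regulators, at the 2-fold threshold, were matched to the deposited table. All matched targets were higher in Ptf1a cKO pancreata. The median log2 fold change was 1.31 for 55 targets of TNF, 1.24 for 40 targets of TGFB1, 1.32 for 22 targets of IL1B, 1.36 for 23 targets of the NFκB complex and 1.46 for 25 targets of SMARCA4. Together they make 110 different genes with a median of 1.31, of which 97 had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg). At the 3-fold threshold the median was 1.81, over 47 genes. Targets were listed for having changed in these libraries, so no set test was run on them. The largest change among the targets with the smallest adjusted p-values was that of Thbs1, with a log2 fold change of 5.18, and its control mean was 2.63% of its Ptf1a cKO mean. The regulators' own transcripts changed less. Smarca4 rose from 379 ± 16.6 to 563 ± 57.8 normalized counts (SD, n = 3 each), a log2 fold change of 0.56 (adjusted p = 0.00596 from limma). Nfkb1 changed by 0.60 (adjusted p = 0.0162 from limma), and the adjusted p-value was 0.0554 without control replicate 1. Tgfb1 changed by 0.78 and did not pass the threshold (adjusted p = 0.0520 from limma), although it did without Ptf1a cKO replicate 1 (0.0171) and under other scalings. Tnf and Il1b are not in the table, so their transcripts could not be compared.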

The predicted upregulated mediators were consistent across multiple expression thresholds and included TNF-α, TGF-β, IL-1β, NFκB, and the SWI/SNF component Smarca4/Brg1 (Figure 5D). All of these signaling pathways have been implicated in PDAC initiation and progression (Bardeesy et al., 2006; Adrian et al., 2009; Khasawneh et al., 2009; Maniati et al., 2011; Daniluk et al., 2012; Maier et al., 2013; Gore et al., 2014; von Figura et al., 2014a). Thus, we propose that loss of *Ptf1a* alters cell state at multiple levels, ultimately promoting gene expression and signaling activities that are supportive of KRAS transformation.

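Further marker lists fixed without reference to these libraries describe the cell state of the pancreata. Of 11 ductal genes in the table, 10 were higher in Ptf1a cKO, with a median log2 fold change of 0.80, and 7 passed the threshold by either adjustment, over all genes or when adjusted over the list alone. The list passed by camera (adjusted p = 1.15e-04 over 17 lists, limma with Benjamini-Hochberg adjustment) and by fry (4.22e-04). Krt19, a ductal gene, did not differ, with 241 ± 34.3 normalized counts in control and 243 ± 60.8 in Ptf1a cKO (SD, n = 3 each). Of 20 proliferation genes listed, 10 are in the table. Of these 10 genes, 8 were higher (median 1.24) and 6 passed the threshold by either adjustment (camera adjusted p = 0.0221, fry 0.0830). The proliferation list did not pass by camera with every library rescaled to the same total (0.242) or to the same total without the digestive enzymes (0.0725), nor without Ptf1a cKO replicate 2 (0.101). Of 10 PanIN marker genes listed, Cldn18, Muc4, Tff1 and Gkn1 are not in the table. Of the 6 that are, 4 were higher and 3 passed the threshold by either adjustment (median 0.76). The PanIN list passed by fry (0.00678) but not by camera (adjusted p = 0.105). Among its genes, Muc5ac, Muc6 and Tff2 are also on the list of gastric surface and neck mucous cells. Neither the 13 endocrine genes (median 0.068, camera adjusted p = 0.997) nor the 8 endothelial genes (median -0.089, camera adjusted p = 0.979) differed on the authors' scaling, and none of them passed the threshold. The endocrine list was uneven between mice. Against the control mean, its mean log2 value was 0.65, -1.61 and 1.17 in the 3 Ptf1a cKO libraries and ran from -0.43 to 0.83 in the controls. The endocrine median therefore does not exclude a difference. After such rescaling to the same total, the endocrine and endothelial medians were 1.55 and 1.37, close to that of all genes. In all, 9 of the 17 lists tested passed by camera with the preset correlation, 7 of these also passed by fry, and 0 passed by camera with the estimated correlation, where adjusted p-values of the ductal and of the gastric chief cell list were 0.0991.

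**Figure D3:**
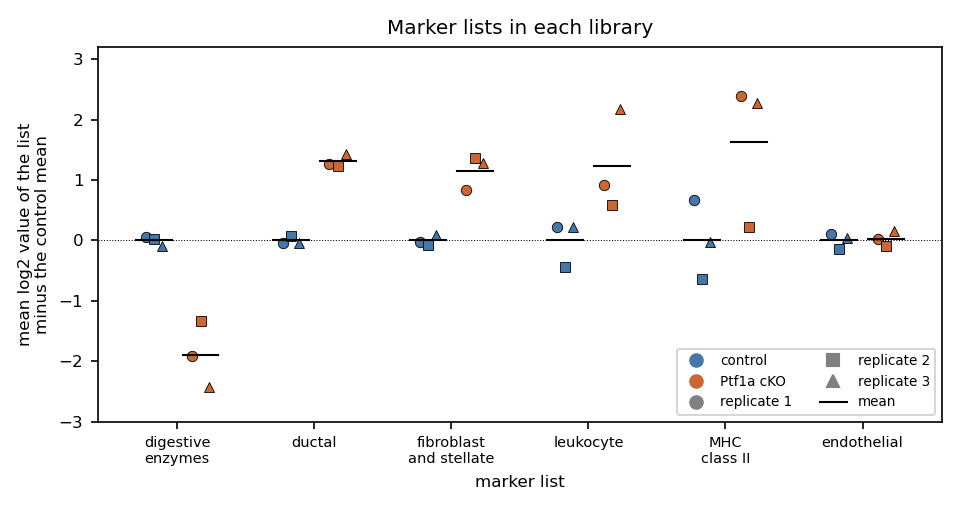
Mean log2 value of the genes of 6 marker lists in each library, relative to the mean of the control libraries. Points are single libraries. The digestive list lies lower in all 3 Ptf1a cKO libraries and the endothelial list lies near 0 in all of them, on the authors' scaling. The endothelial list rises when every library is rescaled to the same total, which moves the median gene up by 1.49 as well.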

### Caerulein-induced pancreatitis is sufficient to reprogram *Ptf1a*-deficient acinar cells

Among the upstream mediators activated in the *Ptf1a* cKO model are TNF-α and NFkB, both of which promote ADM and inflammation in pancreatitis and amplify KRAS activity in pancreatic tumorigenesis (Maniati et al., 2011; Daniluk et al., 2012; Huang et al., 2013; Maier et al., 2013; Sendler et al., 2013). 

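At the 2-fold threshold, the stellate cell genes with the smallest adjusted p-values besides Col1a1 were Igf1r (log2 fold change 1.54, adjusted p = 9.09e-04 from limma with Benjamini-Hochberg adjustment) and Mmp2 (1.17, adjusted p = 0.00170 from limma). The paper's tables give genes for the canonical TGF-β signaling pathway at the 1.5-fold threshold, there with a -log10 p-value under 1.3, and none at 2-fold. All 7 of its listed genes are in the deposited table and were higher in Ptf1a cKO pancreata, with a median log2 fold change of 0.90, and 6 had an adjusted p-value under 0.05 (limma). For dendritic cell maturation, 23 of 28 listed genes are in the table, with a median of 1.33, and 18 passed the threshold. The 5 genes that could not be matched are listed by the symbols of human HLA genes. In the 3 Ptf1a cKO libraries the median of the dendritic cell genes was 1.26, 0.89 and 1.79 against the mean of the controls.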

As *Ptf1a* deletion upregulates other pathways characteristic of pancreatic injury, such as stellate-cell activation, TGF-β signaling, and dendritic cell maturation (Bedrosian et al., 2011; Erkan et al., 2012), we were interested to determine if loss of *Ptf1a* would sensitize acinar cells to injury-induced reprogramming even without oncogenic *KRAS*.

To test this hypothesis in vivo, we deleted *Ptf1a* via high-dose TM administration (three doses of 0.17 mg/g), which induced a recombination rate of ∼65% (Figure 4—figure supplement 1). At 1 week post-TM, acute pancreatitis was induced by two consecutive days of treatment with the secretagogue caerulein, as previously described (Jensen et al., 2005; Keefe et al., 2012), and pancreata were harvested 1 week later (Figure 6A). As a control for caerulein injections, additional TM-treated *Ptf1a* cKO and control mice were administered saline vehicle alone. As previously reported, control mice recovered from caerulein treatment and were indistinguishable from saline-injected controls after 1 week (Figure 6B–D). In contrast, *Ptf1a* cKO mice subjected to caerulein-induced pancreatitis exhibited widespread acinar atrophy, persistent inflammation, fibrotic stroma, and the appearance of mucinous metaplastic structures (Figure 6E,F). These abnormal ductules were Alcian Blue-reactive, similar to PanINs (Figure 6G), although staining for the PanIN-specific markers CLDN18 and MUC5AC was observed in only rare and isolated lesions (Figure 6—figure supplement 1A,B). Consistent with the overall distorted histology (Figure 6E) and atrophy (Figure 6H) of caerulein-treated *Ptf1a* cKO mice, no normal amylase+ acinar clusters could be detected in these pancreata, in contrast to controls (Figure 6I–L). Acinar-derived EYFP+ cells in caerulein-treated *Ptf1a* cKO pancreata were instead integrated within CK19+ duct-like structures, suggesting that pancreatitis synergizes with loss of *Ptf1a* to cause a rapid loss of acinar gene expression and complete reprogramming to a duct-like fate (Figure 6I–L).

**Figure 6.**
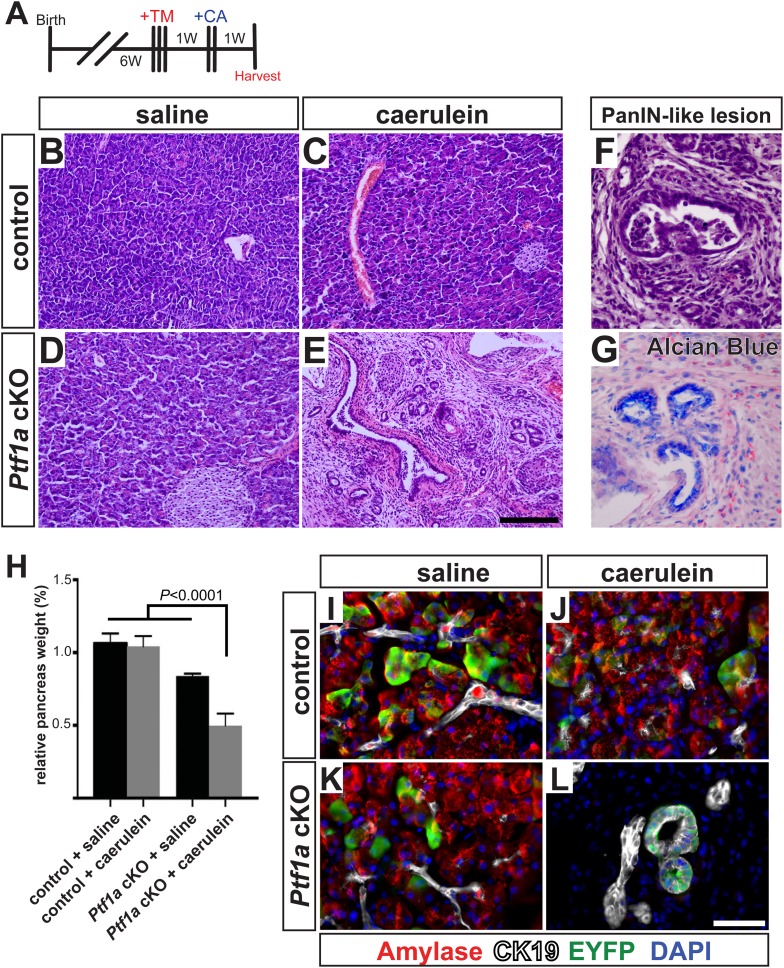
*Ptf1a* is necessary for acinar cell regeneration and suppression of dysplasia following induced pancreatitis. (**A**) 6- to 8-week-old control and *Ptf1a* cKO mice were administered three doses of TM (0.17 mg/g) on consecutive days. 1 week later, mice were administered eight hourly injections of caerulein or saline vehicle, on two consecutive days. Mice were sacrificed 1 week following caerulein treatment. (**B**–**E**) H&E staining on control and *Ptf1a* cKO pancreata (n = 4–5 per group) 1 week following caerulein treatment. (**F**) H&E stain highlighting a PanIN-like lesion in caerulein-treated *Ptf1a* cKO. (**G**) Alcian Blue-positive lesions in caerulein-treated *Ptf1a* cKO. (**H**) Relative pancreas size, measured as a percent of body weight, among treatment groups (n = 4–5 per group, p < 0.01). (**I**–**L**) Immunofluorescence for amylase (red), CK19 (white), and the Cre reporter *R26R*^*EYFP*^ (green), in pancreata of control and *Ptf1a* cKO treated with saline or caerulein. EYFP+ cells of caerulein-treated cKO have downregulated amylase and contribute to CK19+ PanIN-like structures. Scale bars: (**B**–**E**) 200 µm, (**I**–**L**) 50 µm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.017

**Figure 6—figure supplement 1.**
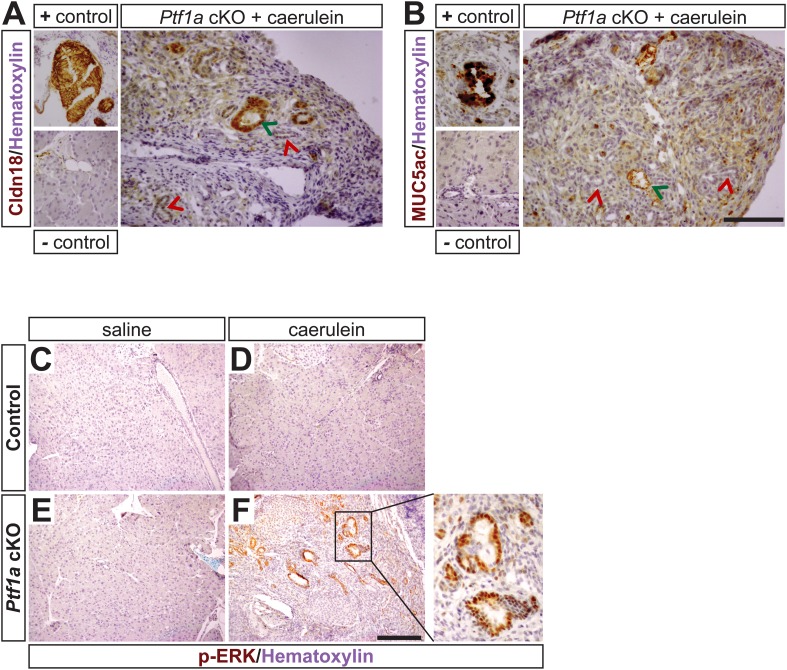
Mucinous metaplasia associated with hyperactive MEK-ERK signaling in caerulein-treated Ptf1a cKO pancreata. (**A**, **B**) IHC for the PanIN markers Claudin-18 (**A**) and MUC5ac (**B**) in caerulein-treated *Ptf1a* cKO with corresponding positive and negative controls. Green arrows indicate weakly Claudin-18 positive or Muc5ac positive lesions and red arrows indicate Claudin-18/Muc5ac negative metaplasia. (**C**–**F**) IHC for phosphorylated-ERK (p-ERK) on control and *Ptf1a* cKO pancreata 1 week following caerulein treatment. Enlarged boxed area highlights mucinous metaplasia-like lesions from caerulein-treated *Ptf1a* cKO pancreata with strong nuclear p-ERK signal. Scale bars: 200 μm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.018

As our findings in *Ptf1a* cKO; *Kras*^*G12D*^ mice indicate that loss of PTF1A enhances the transforming activity of mutant KRAS, we were interested to determine if development of mucinous metaplasia involved enhanced signaling through endogenous RAS. The MEK-ERK pathway is a major regulator of KRAS-induced acinar reprogramming (Collins et al., 2014), and we found that nearly all metaplastic lesions of caerulein-treated *Ptf1a* cKO mice exhibited robust nuclear phospho-ERK staining (Figure 6—figure supplement 1C–F). Phospho-ERK was undetectable in saline-treated *Ptf1a* cKO mice, or control mice under either treatment. Taken together, these data demonstrate that PTF1A is necessary for acinar-cell redifferentiation and resolution of tissue injury following acute pancreatitis. In the absence of PTF1A, a persistent inflamed microenvironment may have tumor promoter-like activity, enhancing KRAS-MEK-ERK signaling to induce transformation (Gukovsky et al., 2013; Murtaugh, 2014).

### *Ptf1a* heterozygosity promotes PDAC by increasing the frequency of initiating events

The above studies rely on genetic deletion of *Ptf1a*, a process without clear parallel in human disease: somatic mutations of *PTF1A* are not observed in human PDAC, according to the Catalogue of Somatic Mutations in Cancer (COSMIC) database (cancer.sanger.ac.uk). *PTF1A* is more likely to be downregulated by an epigenetic mechanism, for example, via attenuation of the positive autoregulatory loop by which PTF1A maintains its own expression and that of its partner transcription factors (Masui et al., 2008). Impaired expression of PTF1-network components, lowering the threshold for KRAS-mediate reprogramming and transformation, might explain the dosage-sensitive requirement for *Nr5a2* in preventing PanIN formation (Flandez et al., 2014; von Figura et al., 2014b). To determine if the role of *Ptf1a* itself is dosage-sensitive, we generated mice of the ‘KC’ genotype, using the *Pdx1-Cre* driver to activate *Kras*^*LSL-G12D*^ throughout the pancreas (Aguirre et al., 2003; Hingorani et al., 2003; Murtaugh, 2014), and which were either heterozygous for a germ line deletion of *Ptf1a* (*Pdx1-Cre; Kras*^*LSL-G12D*^*; Ptf1a*^*Δ/+*^) or remained homozygous *Ptf1a* wild type. We harvested pancreata at 1 month of age, at which time PanIN formation is usually minimal in KC mice, and quantified PanIN burden by Alcian Blue staining. Mice heterozygous for *Ptf1a* had increased PanINs at this early stage, compared to *Ptf1a*^*+/+*^ littermates (Figure 7A–C). This result is consistent with a dosage-sensitive function for PTF1A, such that reduced levels or activity already begin to destabilize acinar differentiation in the face of oncogenic insults.

**Figure 7.**
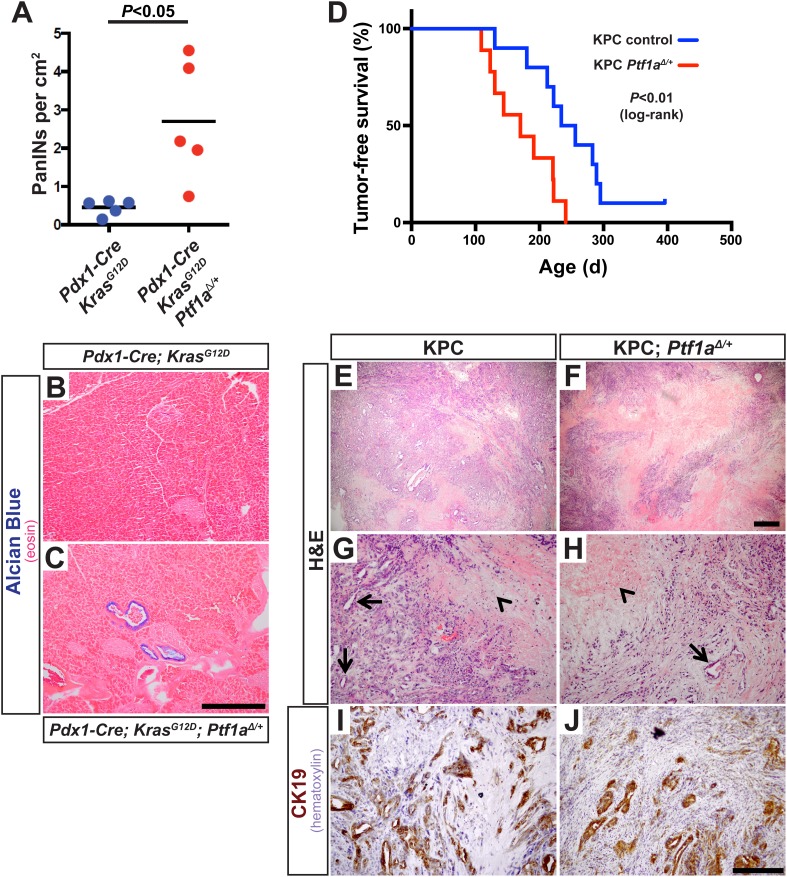
*Ptf1a* heterozygosity increases the frequency of PanINs and allows for rapid progression of PDAC. (**A**) Quantification of PanINs in pancreata from 1-month-old *Pdx1-Cre; Kras*^*G12D*^ and *Pdx1-Cre; Kras*^*G12D*^*; Ptf1a*^∆*/+*^ mice (n = 5 per genotype, p < 0.05). (**B**, **C**) Representative Alcian Blue and Eosin staining from 1-month-old mice of indicated genotypes. (**D**) Kaplan–Meier analysis from KPC mice (*Pdx1-Cre; Kras*^*G12D*^*; p53*^*lox/+*^*; Ptf1a*^*+/+*^, blue line) and KPC; *Ptf1a*^∆/+^ mice (red line) (Log-Rank test p < 0.01). (**E**–**H**) H&E staining on tumors from both KPC and KPC:*Ptf1a*^∆/+^ mice at low and high magnification. (**G**, **H**) Arrows indicate ductile epithelial cells and arrowheads indicate areas of necrosis. (**I**, **J**) IHC for CK19 on tumor specimens from mice of indicated genotypes. Scale Bars: (**B**, **C**) 500 µm, (**E**, **F**) 500 µm, (**G**–**J**) 200 µm. **DOI:** http://dx.doi.org/10.7554/eLife.07125.019

**Figure 7—figure supplement 1.**
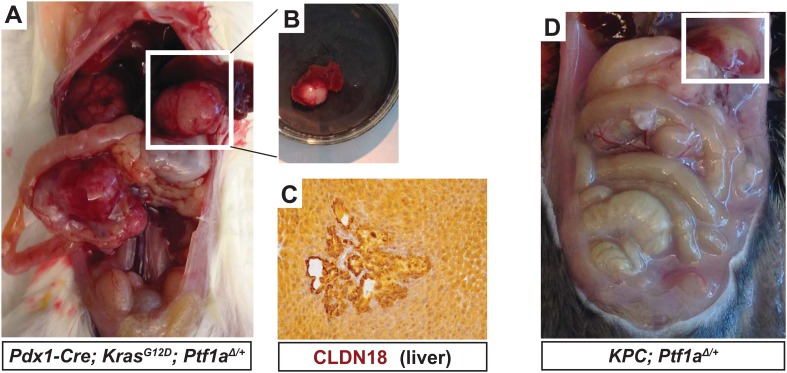
Liver metastases in KPC mice heterozygous for *Ptf1a*. (**A**) Gross image of a *Pdx1-Cre; Kras*^*G12D*^*; Ptf1a*^*+/−*^ mouse harboring metastatic pancreatic cancer. White box highlights large liver metastasis. (**B**) Dissected lobe of the liver with pancreatic liver metastasis. (**C**) IHC for CLDN18 confirmed liver metastases in a subset of *Pdx1-Cre; Kras*^*G12D*^*; p53*^*+/−*^*; Ptf1a*^*+/−*^ mice. (**D**) Gross image of *Pdx1-Cre; Kras*^*G12D*^*; p53*^*+/−*^*; Ptf1a*^*+/−*^ mouse harboring metastatic PDAC. White box highlights liver metastasis. **DOI:** http://dx.doi.org/10.7554/eLife.07125.020

In humans, increased PanIN burden in early life is associated with familial risk of PDAC, suggesting that mutations driving genetic predisposition to PDAC act at the level of tumor initiation (Brune et al., 2006; Shi et al., 2009a). We therefore hypothesized that decreased *Ptf1a* dosage would promote cancer susceptibility by increasing the rate of PanIN initiation. Therefore, we utilized the well-characterized ‘KPC’ model of mouse PDAC in which heterozygous loss of *p53* (official gene symbol *Trp53*) is added to the *Pdx1-Cre; Kras*^*LSL-G12D*^ genotype (Hingorani et al., 2005; Rhim et al., 2012). As above, KPC mice (*Pdx1-Cre; Kras*^*LSL-G12D*^*; p53*^*lox/+*^) were generated on either *Ptf1a*^*+/+*^ or *Ptf1a*^*Δ/+*^ backgrounds, and animals were monitored for tumor-free survival. The results of Kaplan–Meier analysis showed that *Ptf1a*-heterozygous KPC mice developed PDAC much earlier than *Ptf1a*^*+/+*^ counterparts (Figure 7D, Log-rank test, p < 0.01). We observed prominent metastases to the liver in 3/9 *Ptf1a*^*Δ/+*^ KPC mice, but none in *Ptf1a*^*+/+*^ KPC controls (Figure 7—figure supplement 1). Importantly, despite the earlier onset of PDAC in KPC mice with *Ptf1a* heterozygosity, once tumors arose they were histologically indistinguishable between genotypes (Figure 7E–H). They contained classical features of human PDAC, including abundant fibrotic stroma surrounding CK19^+^ epithelial cells (Figure 7I,J) and substantial areas of necrosis. We therefore conclude that decreased *Ptf1a* gene dosage sensitizes pancreata to early KRAS-mediated PanIN initiation and rapid progression to PDAC.

## Discussion

Previously, we and others established that acinar-to-ductal reprogramming is a necessary step in PanIN initiation (De La et al., 2008; Habbe et al., 2008; Kopp et al., 2012). Several recent studies extended these findings, demonstrating that several genes required for PanIN and PDAC development appear to act at the level of acinar cell reprogramming (Heid et al., 2011; Ardito et al., 2012; Kopp et al., 2012; Baer et al., 2014; Wu et al., 2014; Zhang et al., 2014). Here, we demonstrate that the loss of a principal regulator of acinar cell identity, PTF1A, is sufficient to prompt rapid and extensive acinar-to-ductal metaplasia even in the absence of other exocrine insults (Figure 4). Additionally, we demonstrate that *Ptf1a*-deficient acinar cells are extremely sensitive to oncogenic transformation, as they undergo rapid and robust KRAS-mediated PanIN formation (Figures 2, 3).

Deletion of *Ptf1a* alone at moderate frequency (∼25%) did not produce detectable histological changes in the pancreas over the course of 2–6 weeks (Figure 3). By contrast, we observed rapid de-differentiation of *Ptf1a cKO* acinar cells generated under a high-TM dose regimen that produced >65% deletion (Figure 4). This is an important finding regarding potentially non-cell autonomous protective mechanisms working to offset PanIN/PDAC initiation. We propose two linked hypotheses: first, when *Ptf1a* is lost from individual cells, other acinar-specific transcription factors that prevent reprogramming and co-regulate PTF1 target genes, such as NR5A2 and BHLHA15/MIST1, are sufficient to maintain a differentiated phenotype over the short term. Second, we propose that the persistent differentiation of *Ptf1a cKO* acinar cells is promoted by interactions with neighboring *Ptf1a* WT cells, producing a phenomenon similar to the ‘community effect’ in embryonic development (Gurdon et al., 1993). However, with increasing TM-driven deletion, the fraction of *Ptf1a* WT acinar cells passes a tipping point, the community effect cannot be sustained, and ductal metaplasia is correspondingly rapid. At a molecular level, the protective effect of wild-type acinar cells could be mediated by their ability to dampen local inflammation, suggested by the upregulation of fibroinflammatory pathways in our RNA-seq analyses (Figure 5). This is also suggested by our finding that *Ptf1a* cKO pancreata exhibit sustained inflammation after acute injury, including the conversion of acinar cells to PanIN-like, Alcian Blue+ ductule structures (Figure 6). These resemble tubular complexes observed in human and mouse chronic pancreatitis (Bockman et al., 1982; Strobel et al., 2007), suggesting that dysregulation of PTF1A expression or function might be involved in the etiology of this disease and its well-known contribution to PDAC risk. We additionally demonstrate that inflammation and loss of *Ptf1a* synergize to drive sustained activation of the MEK-ERK pathway, a major effector of oncogenic and endogenous KRAS. Going forward, it will interesting to test whether MEK inhibitors are able to prevent acinar cell reprogramming in the context of chronic pancreatitis and/or decrease the risk of chronic pancreatitis progressing to PDAC.

Given the dramatic effects of *Ptf1a* deletion on transformation and inflammation, it will be important to determine which genes in our RNA-seq data set are directly suppressed or activated by PTF1A. It has been previously established that PTF1A regulates a network of transcription factors controlling acinar-specific gene expression (Masui et al., 2008, 2010). Among these are *Bhlha15/Mist1* and *Nr5a2*, both downregulated in the *Ptf1a cKO* condition (Figure 5), and both previously shown to inhibit PanIN development (Shi et al., 2009b; Flandez et al., 2014; von Figura et al., 2014b). Of these three genes, only *Ptf1a* is indispensable for acinar cell differentiation (Krapp et al., 1998; Pin et al., 2001; Kawaguchi et al., 2002; Holmstrom et al., 2011; von Figura et al., 2014b), and it will be of interest to determine the relative rank of these factors as suppressors of cancer initiation and progression, and their epistatic relationship. It will also be useful to understand how KRAS, together with inflammatory and other insults, is capable of downregulating the expression and/or function of PTF1-network components during tumor initiation. Of note, recent studies indicate that oncogenic KRAS induces specific pathways dedicated to silencing tumor suppressor genes (Wajapeyee et al., 2013; Serra et al., 2014); a similar process may drive downregulation of *Ptf1a* and its partners during acinar cell reprogramming.

Because loss of *Ptf1a* strongly potentiated KRAS-mediated transformation (Figures 2, 3), we hypothesized that PTF1A inhibits KRAS-signaling activity in some capacity. Here, we demonstrate that loss of *Ptf1a* leads to upregulation of genes associated with KRAS-dependency in human cancer cells (Singh et al., 2009; Loboda et al., 2010). Future investigations should therefore move forward to test if different subtypes of human PDAC exhibit different extents of *PTF1A* repression, and whether variation in *PTF1A* expression within human PDAC correlates with KRAS-dependency or disease prognosis. Recent studies have classified ∼1/3 of pancreatic cancers as ‘exocrine-like’, and several genes that are under *Ptf1a* control contribute to this signature (Figure 5A,B) (Collisson et al., 2011). Unfortunately, human *PTF1A* was not present on the microarray used in that study; nonetheless, their data suggest that PTF1A and its transcriptional targets are retained at low levels in some, but not all, cases of PDAC. Consistent with these previous reports, we found that sparse epithelial cells in human PanIN lesions retain nuclear PTF1A (Figure 1—figure supplement 1). In addition to supporting the contention that human PanINs and PDAC arise from mature acinar cells, these findings suggest that low levels of persistent PTF1A, held in check by epigenetic rather than genetic mechanisms, may be available for therapeutically targeted restoration. The fact that removal of a single allele of *Ptf1a* accelerates mouse PDAC development (Figure 7D) suggests that even incomplete inhibition of human PTF1A could promote acinar transformation and subsequent tumorigenesis. Our results suggest that PTF1A restoration provides an indirect approach to target KRAS-dependency in pancreatic cancer, inhibiting this currently ‘undruggable’, although ubiquitous, cancer-driving mutation (Pasca di Magliano and Logsdon, 2013). Additionally, our data suggest that PTF1A restoration may reduce inflammatory pathways that feed forward to synergize with oncogenic KRAS (Maniati et al., 2011; Daniluk et al., 2012; Maier et al., 2013). Future studies will focus on genetic PTF1A gain-of-function approaches to determine if sustained PTF1A expression can prevent and/or reverse acinar-to-ductal reprogramming, PanIN initiation and PDAC progression.

In summary, we show that acinar cell differentiation, maintained through PTF1A, suppresses multiple oncogenic pathways associated with PDAC initiation and progression. Our data suggest that PTF1A functions as a nodal point in PDAC initiation by maintaining acinar-cell gene expression, suppressing KRAS function, and resisting inflammation. The antagonism between KRAS and the pro-acinar transcription factor network captures, at a genetic level, the tension between differentiation and malignant transformation that has long been hypothesized to exist in cancer (Harris, 1990). Loss of normal differentiation and reprogramming of cell fate appear to occur during initiation of a diverse array of tumor types (Blanpain, 2013). Our results, for the first time, demonstrate that this process is rate-limiting for cancer development, thus, constituting a novel mechanism of tumor suppression. The mouse PanIN-PDAC model provides a new experimental system to relate genetic changes in cancer, such as *KRAS* mutation, to epigenetic changes such as PTF1A downregulation. Furthermore, understanding how PTF1A function is subverted during pancreatic cancer initiation, and whether its reactivation could suppress or reverse tumor development, may yield novel approaches to prevention and treatment.

## Materials and methods

### Mice

Experimental mice of the following genotypes have been previously described: *Ptf1a*^*CreERT*^ (*Ptf1a*^*tm2(cre/ESR1)Cvw*^ [Kopinke et al., 2012; Pan et al., 2013]), *Pdx1-Cre* (*Tg(Pdx1-cre)89.1Dam* [Gu et al., 2002]), *Kras*^*LSL-G12D*^ (*Kras*^*tm4Tyj*^ [Hingorani et al., 2003]), *p53*^*lox*^ (*Trp53*^*tm1Brn*^ [Marino et al., 2000]), and *R26R*^*EYFP*^ (*Gt(ROSA)26Sor*^*tm1(EYFP)Cos*^ [Srinivas et al., 2001]). The *Ptf1a*^*lox*^ allele (*Ptf1a*^*tm3Cvw*^) was generated using homologous recombination in mouse ES cells at the Vanderbilt Transgenic Mouse/Embryonic Stem Cell Shared Resource. The 5′ and 3′ loxP sites were placed 1.7 kb upstream and 2 kb downstream of the *Ptf1a* transcriptional start site, respectively. Full details will be provided elsewhere (Wright et al., in preparation). Mice with a germ line deletion allele of *Ptf1a*, *Ptf1a*^*Δ*^ were generated by crossing *Ptf1a*^*lox*^ to the ubiquitous early deletor line *Sox2-Cre* (*Tg(Sox2-cre)1Amc* [Hayashi et al., 2003]). To activate CreERT-mediated recombination, mice were administered tamoxifen (Sigma, St. Louis, MO) dissolved in corn oil, via oral gavage at doses indicated in the text. All mouse experiments were carried out according to institutional and NIH guidelines.

### Human histological specimens

All human pathological specimens were de-identified before their use. The utilization of these human specimens is therefore not considered human subject research under the US Department of Human and Health Services regulations and related guidance (45 CDR Part 46). Paraffin embedded specimens were sectioned (6 µm) and IHC was performed for PTF1A, as described below. Samples were analyzed by NMK, MPB, and LCM.

### Tissue processing and histology

After euthanasia, pancreata were dissected in ice-cold phosphate-buffered saline solution (PBS), separated into multiple fragments, and processed for both frozen and paraffin sections as previously described (De La et al., 2008; Keefe et al., 2012; Kopinke et al., 2012). Briefly, tissues were fixed for paraffin embedding in zinc-buffered formalin (Z-FIX; Anatech, Battle Creek, MI), room temperature overnight, or 4% paraformaldehyde/PBS, 4°C 1–2 hr, followed by processing into Paraplast Plus (McCormick Scientific) or Tissue-Tek O.C.T. compound (Sakura Finetek, Torrance, CA). Paraffin and frozen sections were cut at thickness of 6 µm and 8 µm, respectively, and collected sequentially across multiples slides, with ∼100-µm spacing between individual sections on a single slide.

IHC and immunofluorescence followed our established procedures (De La et al., 2008; Keefe et al., 2012; Kopinke et al., 2012), including high-temperature antigen retrieval (Vector Unmasking Solution; Vector Laboratories, Burlingame, CA) prior to staining paraffin sections. Primary antibodies utilized in this study are listed in Table 2. Secondary antibodies, raised in donkey (Jackson Immunoresearch, West Grove, PA), were used at 1:250 dilution. Vectastain reagents and diaminobenzidine (DAB) substrate (Vector Laboratories) were used for IHC. Slides stained by immunofluorescence were counterstained with DAPI and mounted in Fluoromount-G (Southern Biotech), and photographed on an Olympus IX71 microscope, using MicroSuite software (Olympus America, Waltham, MA). Images were processed in Adobe Photoshop, with exposure times and adjustments identical between genotypes and treatment groups.

**Table 2.** Primary antibodies used in this study **DOI:** http://dx.doi.org/10.7554/eLife.07125.021

Antigen	Species	Source	Catalog #	Dilution
Amylase	Sheep	BioGenesis	0480-0104	1:1000
Cleaved-caspase-3	Rabbit	Abcam	AB2302	1:1000
Cd45	Rat	eBioScience	14-0451-82	1:2000
Claudin-18	Rabbit	Invitrogen	700178	1:2000
Cpa1	Goat	R&D Systems	AF2765	1:1000
Cytokeratin-19	Rat	Developmental Studies Hybridoma Bank	–	1:50
Cytokeratin-19	Rabbit	Abcam	AB133496	1:5000
GFP	Chicken	Aves Labs Inc.	GFP-1010	1:5000
Ki67	Mouse	BD Biosciences	550609	1:500
Muc5ac	Mouse	NeoMarkers	45M1	1:500
Ptf1a	Rabbit	Chris Wright, Vanderbilt University	–	1:5000
Ptf1a	Goat	Chris Wright, Vanderbilt University	–	1:5000
Phospho-ERK1/2 (T202/Y204)	Rabbit	Cell Signaling	9101	1:1000
Sox9	Rabbit	Millipore	AB5535	1:1000
α-SMA	Rabbit	Abcam	AB32575	1:2000

SMA, smooth muscle actin.

For Alcian Blue staining, paraffin sections were washed 5 min in 3% acetic acid, followed by a 10–12 min incubation in staining solution (1% Alcian Blue in 3% acetic acid), and extensive washing in 3% acetic acid. Sirius Red staining was performed on frozen sections that were fixed for 1 hr in Bouin's fixative at 55°C. Specimens were subsequently washed in dH_2_O and stained for 1 hr in Picro-Sirius Red (American MasterTech, Lodi, CA). Following staining, specimens were rinsed in 0.5% acetic acid, dehydrated and equilibrated into xylene, and mounted with Permount.

### PanIN scoring

The entire tissue area of Alcian Blue/eosin-stained slides was photographed, at 4× original magnification, followed by photomerging (Adobe Photoshop) and surface area measurement using ImageJ software (NIH). Alcian Blue+ PanIN lesions were counted manually under the microscope, and PanIN burden calculated as the total number of Alcian Blue+ lesions per cm^2^ surface area. As described in the text, metaplastic lesions that did not stain with Alcian Blue were not counted in the quantification. To avoid double-counting of potentially large and tortuous lesions, no more than one lesion was scored within an anatomically distinct pancreatic lobule (De La et al., 2008).

### 3D pancreatic acinar cultures

Acinar cultures were established according to previous publications (Kurup and Bhonde, 2002; Means et al., 2005; Ardito et al., 2012). Briefly, dorsal pancreata were minced in Hank's buffered saline solution and digested sequentially in 0.02% trypsin (5 min, 37°C) and 1 mg/ml collagenase P (Roche Applied Science, Mannheim, Germany; 15 min, 37°C), following filtration to eliminate undigested material, and repeated washing to eliminate debris and dead cells, acinar cell clusters were embedded in rat tail collagen gels (Corning, Corning, NY), and cultured in Waymouth's medium (Life Technologies, Carlsbad, CA) supplemented with 1% fetal bovine serum, 0.4 mg/ml soybean trypsin inhibitor, and 1 µg/ml dexamethasone. Cultures were fixed and imaged after 5 days. To quantify cyst size, we randomly selected >10 fields per mouse, imaged, and quantified the maximal diameter of each transformed cyst using ImageJ.

### Quantification of immunofluorescence images

In order to quantify *R26R*^*EYFP*^ labeling, 10–12 randomly selected 20× fields per specimen (taken across multiple sections) were photographed. Using ImageJ software (NIH), cells co-expressing EYFP with the acinar differentiation markers Amylase or CPA1 were detected by additive image overlay of their staining with DAPI and anti-GFP, and counted using the Analyze Particles function, as described previously (Keefe et al., 2012; Kopinke et al., 2012). To ensure counting accuracy, random images were spot checked by manual counting using Adobe Photoshop. All calculations were performed in Microsoft Excel and the results are reported as the mean ± standard deviation (error bars). p-values were determined by two-tailed, unpaired t-tests performed in Excel or Graphpad Prism 6.

### RNA-seq analysis

Total RNA was isolated from pancreata of 4- to 5-month-old *Ptf1a* cKO mice (*Ptf1a*^*CreERT/lox*^) and their corollary controls (*Ptf1a*^*CreERT/+*^), 2 weeks after TM treatment (3 days, 0.25 mg/g/day), using the guanidine thiocyanate protocol previously described with minor modifications (MacDonald et al., 1987). Individual RNA-Seq libraries were prepared from 5 μg of pancreatic RNA from three control and three *Ptf1a* cKO mice with the Illumina True-seq protocol by the UT Southwestern Genomic Core. The sequence data sets from an Illumina HISEQ2500 contained 50-nucleotide uniquely aligned single-end reads of 25.1, 26.4, and 25.8 million for the control samples and 29.7, 24.7, and 26.7 million for the *Ptf1a* cKO RNA samples (Tophat2) (Kim et al., 2013). Genes with differential expression were derived using edgeR (Robinson et al., 2010), with the default trimmed mean of M-values (TMM) trim settings of 30% for *M*_*g*_ and 5% for *A*_*g*_ and an FDR cut-off of <0.05. The volcano plot of differentially expressed genes was generated using R (http://www.r-project.org/) with the log2 fold change (FC) plotted against the FDR (−log10) (Supplementary files 1, 2).

Gene signatures of RAS dependency (Singh et al., 2009; Loboda et al., 2010), classical and exocrine-like PDAC (Collisson et al., 2011), were mapped to orthologous mouse genes via HomoloGene ID. The RAS dependency signature combines gene lists from two separate studies (Singh et al., 2009; Loboda et al., 2010), comprising 264 genes with only five in common. For GSEA (Subramanian et al., 2005), we analyzed signature enrichment within the entire *Ptf1a* cKO RNA-seq data set, ordered by log2 FC relative to control, using the GSEA desktop application (http://www.broadinstitute.org/gsea/index.jsp).

To identify regulatory pathways altered upon *Ptf1a* deletion, significantly increased and decreased genes were analyzed by IPA (QIAGEN, Redwood City, CA, www.ingenuity.com) at expression thresholds of 1.5-, 2.0,- and 3.0-fold (Supplementary files 3–5). In order to obtain an accurate comparison between enriched and downregulated pathways, we used the Comparison Analysis function from expression data filtered at a gene expression threshold of ±2.0-fold. Heat maps were generated according to the −log p-values given by the IPA software using the comparison analysis function and were constructed in R (http://www.r-project.org/).

### Caerulein treatment

We induced acute pancreatitis by i.p. injection of caerulein (Bachem, Torrance, CA), 0.1 µg/g, eight times daily over two consecutive days, as previously (Jensen et al., 2005; Keefe et al., 2012). Negative controls were injected with saline vehicle alone. Pancreata from all caerulein- or saline-treated mice were harvested 1 week following the final injection and processed as described above.

### Kaplan–Meier analysis

KPC mice (of the genotype *Pdx1-Cre; Kras*^*G12D*^*; p53*^*lox/+*^) and KPC mice with *Ptf1a* heterozygosity (*Pdx1-Cre; Kras*^*G12D*^*; p53*^*lox/+*^*; Ptf1a*^*Δ/+*^) were aged until they exhibited lethargy or distress as determined by the authors (NMK and LCM) and the in-house veterinary staff, or until the detection of a firm abdominal mass by palpation. The presence of PDAC was confirmed by histological analysis in consultation with a surgical pathologist (MB). At sacrifice, all mice were thoroughly inspected for liver metastases. Survival analysis was performed in GraphPad Prism (Version 6) and p-values were calculated using a Log-rank test.

# Supplementary material for: The acinar differentiation determinant PTF1A inhibits initiation of pancreatic ductal adenocarcinoma
**Source:** eLife. 2015 Jul 7;4:e07125. doi: 10.7554/eLife.07125
**Supplement:** Supplementary file 1. — R markdown for RNA-seq analysis. HTML annotation of R software package analysis performed to generate the data and analyses presented in Figure 5. DOI: http://dx.doi.org/10.7554/eLife.07125.022

Krah et al. RNA-seq analysis

# Krah et al. RNA-seq analysis

```
# before proceeding, set working directory to be wherever RNA-seq and other data files are stored

# clear memory
rm(list=ls())
```

Import data files

```
# RNA-seq results, filtered for differentially expressed genes (FDR < 0.05)
dat <- read.table("diff_exp.txt",sep="\t",header=T,stringsAsFactors=F)
head(dat)
```

```
##    Symbol log.FC      FC log.CPM     CPM      P.value          FDR
## 1   S100g  10.26 1224.97    0.22    1.17 1.020000e-17 7.300000e-16
## 2  Slc9a4   8.78  439.22   -1.07    0.47 3.470000e-12 1.120000e-10
## 3    Pga5   6.74  106.78   10.73 1697.60 3.350000e-39 1.810000e-36
## 4 Glycam1   6.66  101.37    0.33    1.26 1.064832e-03 5.725028e-03
## 5    Chia   6.60   96.79    9.35  653.29 2.630000e-35 1.120000e-32
## 6    Fgl1   6.57   94.94    1.20    2.29 2.180000e-25 4.070000e-23
```

```
# gene signatures from: 
# Singh et al., Cell 2009 (http://www.cell.com/cancer-cell/abstract/S1535-6108%2809%2900111-1, Table S1: top 250 RAS addiction-specific probes)
# Loboda et al., BMC Med Genom 2010 (http://www.biomedcentral.com/1755-8794/3/26, Additional File 3)
# All gene symbols updated to most current HGNC nomenclature (via http://www.genenames.org/cgi-bin/symbol_checker)
singh <- scan("singh.txt",what="character",sep="\n")
#collapse to unique symbols
singh <- unique (singh)
loboda <- scan("loboda.txt",what="character",sep="\n")
ras <- unique (c(singh,loboda))

# PDAC subtype signatures from Collisson et al., Nature Medicine 2011
classical <- scan("Collisson_classical.txt",what="character",sep="\n")
exocrine <- scan("Collisson_exocrine.txt",what="character",sep="\n")
```

Convert human genes to mouse, via HomoloGene IDs

```
# species conversion function
convert <- function (symbols,in_spec,out_spec,hom) {
  # symbols = vector of gene symbols from first species
  # in_spec = Taxon ID of first species
  # out_spec = Taxon ID of species to which you wish to convert gene symbols
  # hom = HomoloGene table
  
  hom1 = hom[hom$NCBI.Taxon.ID==in_spec,c("HomoloGene.ID","Symbol")]
  colnames(hom1) = c("HomoloGene.ID","Former.Symbol")
  hom2 = hom[hom$NCBI.Taxon.ID==out_spec,c("HomoloGene.ID","Symbol","EntrezGene.ID")]
  
  matches = toupper(hom1$Former.Symbol) %in% toupper(symbols)
  IDs = hom1$HomoloGene.ID[matches]
  out = hom2[hom2$HomoloGene.ID %in% IDs,]
  
  out2 <- merge (out,hom1,by="HomoloGene.ID")
  
  return (out2)
}

# read mouse-human homology table (downloaded from http://www.informatics.jax.org/homology.shtml)
hom <- read.delim("HOM_MouseHumanSequence.rpt",sep="\t")
ras_mus <- convert (ras,9606,10090,hom)
classical_mus <- convert (classical,9606,10090,hom)
exocrine_mus <- convert (exocrine,9606,10090,hom)

write.table(ras_mus,"ras_mus.txt",sep="\t",row.names=F)
write.table(classical_mus,"classical_mus.txt",sep="\t",row.names=F)
write.table(exocrine_mus,"exocrine_mus.txt",sep="\t",row.names=F)
```

Label classes of significantly changed genes, set up for plotting

```
# add class names to gene sets
ras_mus$Class="RAS"
ras_mus$Plot.order=2
classical_mus$Class="classical"
classical_mus$Plot.order=4
exocrine_mus$Class="exocrine"
exocrine_mus$Plot.order=3
# unique = set of specific genes to mark in volcano plot
unique <- data.frame(c("Sox9","Cpa1","Ptf1a","Nr5a2","Bhlha15"))
unique$Class="unique"
unique$Plot.order=5

sets <- rbind(ras_mus,classical_mus,exocrine_mus)
# get rid of extraneous variables
sets <- sets[c(2,5,6)]

# merge gene set info into RNA-seq data-set
dat2<-merge(dat,sets,all.x=T)

# set class of unlabeled genes to "other"
dat2[is.na(dat2$Class),]$Class <- "other"
dat2$Plot.order[dat2$Class == "other"] <- 1

# order data for plotting
dat2 <- dat2[order(dat2$Plot.order),]
```

Draw pretty plot, suitable for saving to file

```
#read the color palette file, assigns colors to each class
palette <- read.table("palette.txt",sep="\t",header=T,comment.char="",stringsAsFactors=F)

library(ggplot2)
theplot <- ggplot(dat2, aes(x=dat2$log.FC, y=-log10(dat2$FDR), colour=dat2$Class, size=1.5)) + geom_point() + theme_bw(15) + labs(x="log2 fold change", y="-log10 FDR") + scale_color_manual(values=palette$Color[order(palette$Class)], name="Class") + scale_size(guide="none") + coord_fixed(ratio=0.5)

theplot
```

Interrogating enrichment of individual classes

```
# dist = function for returning binomial test results of enrichment of genes in set y among up- vs. down-regulated genes in dataset x

dist <- function (x,y) {
  upreg <- x$Symbol[x$log.FC>0]
  downreg <- x$Symbol[x$log.FC<0]
  upreg.class <- x$Symbol[x$Class == y & x$log.FC>0]
  downreg.class <- x$Symbol[x$Class == y & x$log.FC<0]
  cat("Gene class:",y,"\n")
  cat("Upregulated genes:",length(upreg.class),"out of",length(unique(upreg)),"\n")
  cat("Downregulated genes:",length(downreg.class),"out of",length(unique(downreg)),"\n")
  cat("Binomial test p-value: ",prop.test(c(length(upreg.class),length(downreg.class)),c(length(unique(upreg)),length(unique(downreg))))$p.value,"\n \n")
}

# report on individual classes, excluding "other" and "unique":

with(palette[palette$Class != "other" & palette$Class != "unique",], for (i in 1:length(Class)) dist (dat2,Class[i]))
```

```
## Gene class: exocrine 
## Upregulated genes: 3 out of 1589 
## Downregulated genes: 12 out of 1505 
## Binomial test p-value:  0.02949373 
##  
## Gene class: classical 
## Upregulated genes: 8 out of 1589 
## Downregulated genes: 0 out of 1505
```

```
## Warning in prop.test(c(length(upreg.class), length(downreg.class)),
## c(length(unique(upreg)), : Chi-squared approximation may be incorrect
```

```
## Binomial test p-value:  0.01630234 
##  
## Gene class: RAS 
## Upregulated genes: 59 out of 1589 
## Downregulated genes: 29 out of 1505 
## Binomial test p-value:  0.003989242 
##
```

How the deposited data were processed for this re-analysis (not part of the article)

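RNA-seq was performed by the authors on whole pancreata of 3 control mice (Ptf1a CreERT/+) and 3 Ptf1a cKO mice (Ptf1a CreERT/lox), 2 weeks after 3 doses of TM at 0.25 mg/g. According to the paper, single-end reads were aligned with Tophat2, and differential expression was computed with edgeR and TMM normalization. The paper's text gives no version of these tools and names neither the read counter, the genome build, the annotation nor a filter on genes with low values.

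The authors deposited a single table with 1 value per gene symbol and library. Its unit is a signal, namely normalized read counts that are never negative and that the authors scaled across the 6 libraries. The values carry decimals and have no common step within a library, so whole reads could not be recovered from them, and tests made for read counts were not used. The table holds 10245 genes, all with a value of at least 27.6 normalized counts in 1 or more libraries. A further 3 entries name no gene and give the read counter's totals for alignments without a gene, ambiguous ones and ones that were not unique. They made up between 75.7% and 82.6% of the normalized counts of a library and were kept out of totals and tests. In 17 genes (0.17%) a spreadsheet had turned the symbol into a date, and these were tested under the date but could not be named. Gene symbols were looked up in a GRCm38 annotation, directly for 9700 genes and through an older symbol for 484. A single position, length and GC content was found for 10164 genes.

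Depth per library could not be read from the table. The paper's numbers of uniquely aligned reads are given in its methods, but the scaling removed them from the values, so no interval for counting error is given. Precision rests on the 3 mice in each group, as SD or as the standard error of the fit.

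The analysis used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3 and gseapy 1.3.1. All values were divided by 13.6393, a single factor for the 6 libraries, and log2(value + 0.25) was taken. A mean of at least 0.25 was required, which removed 0 genes. The 2 groups were compared by lmFit and eBayes with a mean-variance trend and no covariate, with two-sided p-values and Benjamini-Hochberg adjustment, and an adjusted p-value under 0.05 was the threshold. Fold changes are on the log2(value + pseudocount) scale and understate the changes of genes with low values. Groups with all libraries at or under 3 normalized counts were treated as being at a floor. Exact permutation tests were run for single genes. The lists of genes were tested by limma's camera with a preset correlation of 0.01 and by fry. The signatures were also tested by Fisher's exact test on the numbers of higher and lower genes, and by preranked enrichment with 10000 permutations of the genes and a seed of 1.

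The 3 signatures and the table of calls came from the paper's supplementary files. The text of the table of calls at hand ends after 1999 entries. Lists of markers were written for digestive enzymes and secreted acinar proteins, acinar transcription factors and the PTF1 complex, tumor suppressors, ductal, fibroblast and stellate, leukocyte, MHC class II, endothelial, endocrine and proliferating cells, gastric chief, parietal, and surface and neck mucous cells, PanIN, mesenteric fat, Y-linked genes, Xist, the unfolded protein response, and serine and glycine biosynthesis. Of these, 17 had at least 3 genes in the table and were tested together. The result for the list of tumor suppressors is not reported. Pathways and upstream regulators were computed by the authors with commercial software that could not be run, so the genes in the paper's tables were matched to the deposited values. No set test was made on them, because they had been listed for their change in the same libraries.

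The samples, the model, the marker lists, most alternative settings and the rule for naming genes were fixed before the data were examined. The rule names every gene that the paper names for these data, the genes of the marker lists, the first 6 entries of the paper's table of calls, the 5 largest rises and 5 largest falls among genes past the threshold with the groups apart, and the 3 genes with the smallest adjusted p-value in each signature, pathway and regulator discussed. Not all of these are reported. The alternatives were other pseudocounts (0.05 and 1), other filters on low values, other scalings of the libraries (the same total, the same 75th percentile, the median of ratios, and the same total without digestive enzymes), limma without a trend or with robust estimation, the replicate number as a block, sex as a covariate, an adjusted p-value under 0.01, each library left out in turn, and other tests of the lists. Models of read counts had been listed as alternatives for the case that reads could be recovered and were not run.

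The fit was tested on simulated data with 10205 genes, of which 199 were given a change. It called 168 of these (84.4%), all 168 with the right sign. Of its calls, 6 (3.45%) were unchanged genes, and the slope of fitted on true log2 fold changes was 0.933. The simulated genes were independent, with the same dispersion for every gene and in both groups, and the composition of the libraries was not shifted. The real libraries differ in these points, and far more genes were called in them. These rates therefore need not hold for the real data.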

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

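The test for reads carried over between libraries was chosen only after the result was seen, while the tests for stomach tissue and for a single library were set earlier.

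Genes typical of gastric chief cells were far above their control level in Ptf1a cKO pancreata, a signal in genes that the paper's text does not discuss. The median log2 fold change of the 4 listed genes in the table, Gif, Pga5, Pgc and Chia, was 6.20 (camera adjusted p = 7.61e-05 and fry adjusted p = 4.42e-04 over 17 lists, limma with Benjamini-Hochberg adjustment). All 4 passed the threshold, over all genes and when adjusted over the list alone. With single libraries left out, the median ran from 5.94 to 6.46. After rescaling to the same total it was 7.70. The 4 genes took between 0.0126% and 0.0204% of the normalized counts in the control libraries and 5.77%, 1.47% and 6.37% in the Ptf1a cKO libraries. All 4 were also found in control pancreata, the lowest value being 104 normalized counts of Pgc in control replicate 1. Pga5 and Chia are among the first entries of the paper's own table of calls. Those entries come from the same libraries and were at hand before the list was tested, so the list's p-values are not independent evidence. Gkn3, another gastric gene, rose alongside the 4 genes (log2 fold change 6.06).

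Stomach tissue carried over at dissection would bring transcripts of parietal and mucous cells along. Atp4a, Atp4b, Gkn1, Gkn2 and Tff1 are not in the table, which by itself excludes nothing. Of the genes that are, Kcne2, Muc5ac and Muc6 together rose by 0.079% of the rise of the 4 chief cell genes, while Gkn3, which is outside the lists and was added after its values were seen, rose by 31.6% of it. Whether stomach tissue was carried over cannot be told apart from expression in the pancreas, since no stomach sample gives the shares to expect. The list of surface and neck mucous cells had a median of 0.71 over 3 genes and did not pass by camera (adjusted p = 0.325), although it did by fry (0.00121). Within it, Muc5ac rose by 4.76 on the log2 scale, while Tff2 did not differ (-0.21, adjusted p = 0.514 from limma) and would hide a small share under its control mean of 21335 normalized counts. Kcne2, the only parietal cell gene in the table and therefore not tested as a list, was at least 12.1-fold higher. The Kcne2 log2 fold change of 2.78 did not pass the threshold without Ptf1a cKO replicate 1 (adjusted p = 0.0796, limma). A source made of chief cells alone remains open as well. A single library does not carry the signal, since for each of the 4 genes the lowest Ptf1a cKO library exceeded the highest control library, by a factor of at least 10.7.

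The level in control pancreata stays open too. The control mean of Pga5 was 0.938% of its Ptf1a cKO mean, the lowest such share among 324 genes with a Ptf1a cKO mean of at least 1000 normalized counts. Shares of 0.938% to 2.63% were shared by Pga5, Chia, Gif, Gkn3, Ttr, Pgc, Spp1 and Thbs1, and the next gene, Atp1b1, stood at 13.6%. Apart from genes named above, these were chosen after their values were seen. Reads carried over between libraries and true expression in control pancreata cannot be told apart here. Y-linked genes, which females lack, measure a background in part. Ddx3y, Eif2s3y, Kdm5d and Uty were at 1.74, 1.55, 1.54 and 1.48 normalized counts in control replicate 1 and at 5.27, 1.57, 3.86 and 0.26 in control replicate 2, where Xist was at 1726 and 1617, while all 4 are listed at 0 in Ptf1a cKO replicates 1 and 3. These 2 control libraries thus hold a few reads of Y-linked genes, too few to give their source or to set a share for other genes. Carry-over at that level would make the true rises larger and does not account for them. The design offers loss of Ptf1a as a biological explanation, and the difference in age between the groups, 4 against 5 months, remains as another that was not tested. A candidate explanation is that pancreatic cells without PTF1A turned on genes of chief cells, but whole-tissue libraries cannot show which cells held the transcripts.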

How the results depend on the processing

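The minimum mean of 10 on the scaled values, the corrections for GC content and gene length, sex from the transcripts as a covariate, the ratio of group means, the estimated correlation for the marker lists and fry for the digestive list were chosen after seeing the data. Over all alternatives, 1120 of the 1208 recomputed values kept their direction and their side of the threshold or their size, and 88 did not, of which 31 were weaker, 18 stronger, 24 moved and 15 reversed. Without the rescaling to the same total, 70 did not. The changes of Ptf1a, Sox9, Bhlha15, Rbpjl, Tspan1, Slc1a2, Fut2, Egr1 and Smarca4 kept their direction and an adjusted p-value under the threshold in use under every alternative that gave them a test. The filters at 0 and at a mean of 1 removed no gene and therefore tested nothing. Where not said otherwise, the cause of a change was not tested.

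With every library rescaled to the same total, the median log2 fold change of all genes moved from 0.036 to 1.49. The differentially expressed genes then numbered 9719, 9590 higher and 129 lower, with 8549 higher and 75 lower by at least 2-fold, so that 98.7% were higher. Of the 3475 genes of the authors' scaling, 3011 were called again, 1880 of them in the same direction. The log2 fold change was 1.64 for Trp53, and it reversed for Smad4 (1.33), Nr5a2 (0.43), Krt19 (1.47) and Tff2 (1.28). Fisher's exact test gave p = 0.481 with the opposite direction for the RAS dependency signature, p = 1 for the classical PDAC signature and p = 9.42e-13 for the exocrine-like PDAC signature, and camera gave p = 0.179 for RAS dependency. As many marker lists passed, 9 of 17, but not the same ones. Leukocytes (0.0518) and proliferation (0.242) no longer did, while acinar transcription factors (2.87e-04) and Y-linked genes (5.15e-05) did, both lower relative to other genes. The medians were 2.66 for pathway molecules and 2.74 for upstream regulator targets.

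With the same total without digestive enzymes, 1076 genes were lower and 70.7% of the calls were higher. Smad4 (0.00057) and Krt19 (0.14) reversed, both without passing the threshold. Fisher's exact test gave p = 0.409 for RAS dependency, 0.115 for classical PDAC and 0.00356 for exocrine-like PDAC, and camera 0.0948 for RAS dependency. Of the marker lists 7 passed, without MHC class II (0.0780) and proliferation (0.0725). With the same 75th percentile, 56.2% of the calls were higher, Fisher's exact test gave 0.0188 and camera 0.0538 for RAS dependency, and Krt19 was 0.033. Under the median of ratios, 47.7% of the calls were higher, and Fisher's exact test gave 4.21e-04 and camera 0.0327 for RAS dependency. Thus Fisher's exact test for RAS dependency passed under 2 of the 4 other scalings and camera under 1.

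At an adjusted p-value under 0.01, which by construction calls fewer genes, there were 1794 differentially expressed genes, 832 higher and 962 lower. Cpa1 (log2 fold change -2.58, adjusted p = 0.0113 from limma) then did not pass, and Fisher's exact test for exocrine-like PDAC gave p = 0.0430. Among the 4879 genes with a mean of at least 10 on the scaled values, 2058 differed, 817 higher, of which 211 by at least 2-fold, and camera gave 0.225 for RAS dependency. Fewer genes were tested there. Without a trend, Fisher's exact test for exocrine-like PDAC gave p = 0.0297. After the length correction camera gave 0.0555 for RAS dependency, and Krt19 was 0.015. Krt19 was 0.048 after the GC correction and 0.0099 as a ratio of group means.

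Camera with the estimated correlation gave p = 0.146 for the digestive list, 0.168 for RAS dependency, 0.0765 for classical PDAC and 0.292 for exocrine-like PDAC, and 0 of the 17 marker lists passed. All rest on 6 libraries. With the genes that the paper lists at the 3-fold threshold, the medians were 1.67 for pathway molecules and 1.81 for upstream regulator targets, which follows from the stricter choice of genes.

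Leaving out each library in turn gave from 2363 to 3601 differentially expressed genes. The ranges were -2.98 to -2.18 for Cpa1, -0.18 to 0.19 for Krt19, -0.38 to 0.011 for Tff2 and -0.49 to 1.71 for Muc6. Without Ptf1a cKO replicate 3, Tff2 was 0.011 and Muc6 was -0.49. Krt19 was above 0 without control replicate 2 (0.10) or Ptf1a cKO replicate 1 (0.19). For the Cpa1 log2 fold change the adjusted p-value (limma) was 0.0531 without control replicate 1, 0.0591 without control replicate 2, 0.0501 without control replicate 3 and 0.0532 without Ptf1a cKO replicate 1. The camera p for RAS dependency ran from 0.0168 to 0.0750, the p of Fisher's exact test from 0.00763 to 0.125 for classical PDAC and from 0.0198 to 0.111 for exocrine-like PDAC, where it passed without control replicate 1, control replicate 2, Ptf1a cKO replicate 1 or Ptf1a cKO replicate 2. Between 8 and 11 marker lists passed. The list of MHC class II genes did not pass without control replicate 2, control replicate 3, Ptf1a cKO replicate 1 or Ptf1a cKO replicate 3, and proliferation did not pass without Ptf1a cKO replicate 2. The lists of acinar transcription factors, endocrine genes and PanIN markers passed without Ptf1a cKO replicate 2, and mesenteric fat passed without Ptf1a cKO replicate 1.

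Among the named genes that do not answer a comparison, 38 of 655 values changed, 11 weaker, 9 stronger, 7 moved and 11 reversed. With the replicate number as a block, 3525 genes differed, 10 of the 17 marker lists passed in place of 9, mesenteric fat being the addition. The block changed no call of the 3 signatures, but it called more genes of some lists, 6 of the MHC class II genes in place of 3, 2 for 1 of mesenteric fat, 15 for 14 of fibroblasts, 10 for 9 of leukocytes, 24 for 23 lower digestive genes and 1 for 0 of endothelial genes. Other fits called fewer MHC class II genes, 1 by limma without a trend and 0 with robust estimation. The replicate numbers do not pair the mice, since the deviations of equally numbered libraries had correlations of 0.0391, 0.134 and 0.144.

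The edgeR quasi-likelihood test, the edgeR exact test and DESeq2 were not run, because they need read counts and none could be recovered. For genes near the pseudocount, such as Slc1a2, Fut2 and Fgl1, the fitted change depends on it. The Slc1a2 log2 fold change was 3.48 with a pseudocount of 1 and 5.55 with 0.05.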

Differences from the paper's values

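No test in this part was chosen after a result was seen, apart from the ratio of group means and sex from the transcripts as a covariate, which are named where they are used.

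The paper's fold change of Slc1a2 is 62.2, and the fitted one was 27.2. Of the alternatives set before the data were examined, a pseudocount of 0.05 (46.8) and rescaling to the same total (60.5) came closest. The ratio of group means, a setting chosen after seeing the values, gave 54.7. The paper's fold change of Fgl1 is 94.94, and the fitted one was 33.5. Here too a pseudocount of 0.05 (63.2) and the same total (73.0) came closest among the alternatives set before the data were examined. The ratio of group means, chosen after seeing the values, gave 81.7. The same total moves the median gene up by 1.49 on the log2 scale and so enlarges the fold of any gene that rises. It took other genes away from the paper's values, Sox9 to 12.9 against the paper's 4.61, Tspan1 to 79.3 against the paper's 32.4 and the fall of Ptf1a to 8.23-fold against the paper's 18.4. The fitted values are on the log2(value + pseudocount) scale, which understates low genes.

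For the exocrine-like PDAC signature, the paper's p-value is 0.0295, and the same test of proportions gave 0.217. Of the alternatives set before the data were examined, limma without a trend (0.0437) and leaving out control replicate 1 (0.0410) came closest. The same test also gave p under 0.05 without control replicate 2 (0.0452), Ptf1a cKO replicate 1 (0.0459) or Ptf1a cKO replicate 2 (0.0470). So did the same total (1.21e-70) and the same total without digestive enzymes (0.00449), while the others did not. For the classical PDAC signature, the paper's p-value is 0.0163 and the value obtained was 0.0245. Among the alternatives set before the data were examined, the median of ratios (0.0167) and limma without a trend (0.0176) came closest. Next were leaving out Ptf1a cKO replicate 1 (0.0228), robust estimation (0.0237) and sex as a covariate (0.0240). Sex from the transcripts as a covariate, chosen after seeing the values, gave 0.0154. For the RAS dependency signature, the paper's p-value is 0.00399 and the value obtained was 0.00186. Of the alternatives set before the data were examined, leaving out control replicate 3 (0.00335) came closest. With sex from the transcripts as a covariate, chosen after seeing the values, it was 0.00500.

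The paper gives over 300 pathways as significantly affected at the 2-fold threshold. Its table lists 356 for higher genes, of which 196 have a -log10 p-value of at least 1.3. No alternative bears on this count.

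The paper's uniquely aligned reads number 29.7, 24.7 and 26.7 M for the Ptf1a cKO libraries, and the totals of normalized counts over genes were 7.16, 8.98 and 5.53 M. These are not on a common scale, since the deposited values were rescaled by the authors, and no alternative applies.

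The paper places Cpa1 among the mRNAs that fell most significantly. Among the lower genes of the limma fit it ranked 996 by p-value and 61 by the size of the fall. The paper's statement rests on edgeR, a different test, and its order of p-values was not compared. The paper places Slc1a2 within the RAS dependency signature. It is not among the 258 mouse symbols of that list in the paper's supplementary file. The paper's table of calls includes Glycam1, which did not pass under any setting run here, with adjusted p-values (limma, Benjamini-Hochberg) between 0.0676 and 0.731 over the alternatives. That table also counts alignments on no gene as an entry, which was not tested here.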

Other observations

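The tests of GC content, gene length, the composition of the libraries, the sex labels and sex from the transcripts were chosen only after the result was seen, while the tests of other splits, of sex from the labels and of cell types were set earlier.

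The 6 libraries can be split into 2 groups of 3 in 10 ways. Only 1 of the 10, the real one, gave 3475 genes with an adjusted p-value under 0.05. The 9 others gave 0, with between 59 and 444 genes at an unadjusted p-value under 0.05, against 4645 for the real split. With 10 splits the share cannot fall under 0.1, so chance in the grouping remains formally open. Sex does not account for the difference, since each group has 1 male and 2 females, by the labels and by Xist and Y-linked genes alike. With sex from the transcripts as a covariate 3531 genes passed, 3365 of them as before with the same sign. With sex from the labels, which are in doubt for 2 libraries (below), 3355 passed. After correction for GC content 3546 genes passed, 3324 of them as before with the same sign, and after correction for gene length 3626 passed, 3364 of them as before with the same sign. Trends with GC content or length thus do not explain the calls as a whole. The difference in age was not tested, because it follows genotype.

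Whether about as many genes rose as fell depends on what total RNA did. With every library rescaled to the same total, 98.7% of the differentially expressed genes were higher in Ptf1a cKO. The fall of the digestive enzymes, which take most of the counts, and a rise of other transcripts per pancreas cannot be told apart, because nothing in the table fixes the amount of RNA per library.

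Markers of several cell types other than acinar cells were higher in Ptf1a cKO, and the design offers loss of Ptf1a as a biological explanation. A lower share of acinar cells alone would raise all other cell types alike. The mean of the fibroblast and stellate list instead rose by 1.12 more than that of the endothelial list on the log2 scale, with an SD of 0.324 over the 3 Ptf1a cKO libraries. Rescaling a library moves both lists nearly alike. Mesenteric fat or lymph node in some of the libraries does not account for the fibroblast list. Its lowest Ptf1a cKO library lay above the highest control library by 0.731. For leukocytes that gap was 0.366, less than the spread of the control libraries, which ran from -0.441 to 0.223. The leukocyte list was also highest in Ptf1a cKO replicate 3, at 2.17, so for leukocytes such tissue remains open. The list of mesenteric fat genes was highest in Ptf1a cKO replicate 3, at 2.99 against the control mean on the log2 scale, and next highest in Ptf1a cKO replicate 2, at 1.44. Over all libraries the 5 fat genes had a median log2 fold change of 1.21 and did not pass by camera (adjusted p = 0.139, limma). The median was 0.41 without Ptf1a cKO replicate 3, 0.42 without control replicate 2, 2.04 without Ptf1a cKO replicate 1 and 2.14 without control replicate 3. The list passed without Ptf1a cKO replicate 1 (adjusted p = 0.0194) and with the replicate number as a block (0.0360), and its adjusted p-value ran up to 0.699 over the alternatives.

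The sex labels of 2 control libraries do not match their transcripts. Control replicate 1 is labelled male and had 1726 normalized counts of Xist, while control replicate 3 is labelled female and had 93.6, a ratio of 18.5. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 1.74, 1.55, 1.54 and 1.48 in control replicate 1 and at 86.2, 50.0, 44.7 and 39.1 in control replicate 3. Ptf1a cKO replicate 2, labelled male, had 7.87 of Xist and 299 of Ddx3y. An exchange of the 2 labels and an exchange of the 2 libraries cannot be told apart from the table. A mixture in control replicate 3 alone does not account for control replicate 1. Whether control replicate 3 is a mixture as well, since its values lie between those of the other libraries, stays open. Either way 1 library of each group, control replicate 3 and Ptf1a cKO replicate 2, had more of the Y-linked genes together than of Xist. As lists, Y-linked genes did not differ between groups on the authors' scaling (median 0.12, camera adjusted p = 0.997, limma), while with the same total they were lower relative to other genes (5.15e-05), and Xist, a single gene with a log2 fold change of -0.48, was not tested as a list.

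Ptf1a cKO replicate 2 kept the highest level of Ptf1a of the 3, and also of Rbpjl (3868 normalized counts against 1161 and 1029), Bhlha15 (2348 against 986 and 814) and Cpa1 (348581 against 201637 and 115381). Mki67 was highest in the same library, at 256 normalized counts against 59.9 and 76.6. The Mki67 log2 fold change of 2.06 passed the threshold (adjusted p = 0.0241, limma) but not without control replicate 1 (0.0872) or control replicate 2 (0.0846). The paper reports more Ki67-positive epithelial cells by immunostaining in other mice. Krt19 did not differ in any fit with single libraries left out.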
